# Sperm Heterogeneity Accounts for Sperm DNA Methylation Variations Observed in the Caput Epididymis, Independently From DNMT/TET Activities

**DOI:** 10.3389/fcell.2022.834519

**Published:** 2022-03-22

**Authors:** Hong Chen, Marie-Pier Scott-Boyer, Arnaud Droit, Claude Robert, Clémence Belleannée

**Keywords:** DNA methylation, methyltransferase, epididymis, spermatozoa, RRBS (reduced representation bisulphite sequencing), epigenetics

## Abstract

Following their production in the testis, spermatozoa enter the epididymis where they gain their motility and fertilizing abilities. This post-testicular maturation coincides with sperm epigenetic profile changes that influence progeny outcome. While recent studies highlighted the dynamics of small non-coding RNAs in maturing spermatozoa, little is known regarding sperm methylation changes and their impact at the post-fertilization level. Fluorescence-activated cell sorting (FACS) was used to purify spermatozoa from the testis and different epididymal segments (i.e., *caput, corpus and cauda*) of CAG/su9-DsRed2; Acr3-EGFP transgenic mice in order to map out sperm methylome dynamics. Reduced representation bisulfite sequencing (RRBS-Seq) performed on DNA from these respective sperm populations indicated that high methylation changes were observed between spermatozoa from the *caput* vs. testis with 5,546 entries meeting our threshold values (q value <0.01, methylation difference above 25%). Most of these changes were transitory during epididymal sperm maturation according to the low number of entries identified between spermatozoa from *cauda* vs. testis. According to enzymatic and sperm/epididymal fluid co-incubation assays, (de)methylases were not found responsible for these sperm methylation changes. Instead, we identified that a subpopulation of *caput* spermatozoa displayed distinct methylation marks that were susceptible to sperm DNAse treatment and accounted for the DNA methylation profile changes observed in the proximal epididymis. Our results support the paradigm that a fraction of *caput* spermatozoa has a higher propensity to bind extracellular DNA, a phenomenon responsible for the sperm methylome variations observed at the post-testicular level. Further investigating the degree of conservation of this sperm heterogeneity in human will eventually provide new considerations regarding sperm selection procedures used in fertility clinics.

## Introduction

During sperm differentiation and post-testicular maturation in the epididymis, the paternal genome is subjected to epigenetic changes that influence proper embryo development and may have consequences on progeny health (Review Chen et al., 2021) (Champroux et al., 2018; Sharma, 2019; Chen et al., 2021). While sperm epigenetic changes, particularly DNA methylation programming, have been exhaustively investigated during spermatogenesis, the epigenetic dynamics and mechanisms occuring at the post-testicular level remain poorly explored (Ariel et al., 1994; Ben Maamar et al., 2019; Galan et al., 2021).

DNA methylation is a widespread epigenetic mark targeting CpG dinucleotides (5-methylcytosine, 5mC) along the mammalian genome. While these chemical tags control chromatin structure and gene expression during development, they are dynamic and undergo two large-scale demethylation waves: one in the male germline and the second after fertilization. As a consequence, most methylation marks inherited from the mature male gamete will be erased in the developing embryo, with the exception of differentially methylated regions (DMRs) of imprinted genes, repetitive elements such as transposons, and some escape genes (Law and Jacobsen, 2010; Smith et al., 2012; Smith and Meissner, 2013; Tang et al., 2015). Thus, while most DNA methylation changes occuring in the sperm genome before fertilization may have no or little consequences after fertilization, some are retained and may be instrumental to proper embryo development.

Due to the importance of methylation marks in the control of developmental gene expression, addition and removal of a methyl group to the 5-position of cytosine (5mC) is tightly controlled by DNA methyltransferases (DNMTs) and ten-eleven translocation (TET) methylcytosine dioxygenases, respectively (Li and Zhang, 2014; Rasmussen and Helin, 2016; Edwards et al., 2017). In mammals, the DNA methylation machinery comprises DNMT1, DNMT3a, DNMT3b, DNMT3c and DNMT3L (Kaneda et al., 2004; Li and Zhang, 2014; Barau et al., 2016). Conversely, replacement of 5mC with unmodified cytosine occurs under the control of TET1, TET2, and TET3, which share similar structures and catalytic activities (Rasmussen and Helin, 2016). While the presence of DNMT1/3a/3b and TET1/2/3 has been described in mature/ejaculated spermatozoa (Marques et al., 2011; Ni et al., 2016), their activity level and potential contribution to *de novo* sperm DNA methylation profiling remains to be determined.

After spermatogenesis and prior to entering the epididymis where motility and fertilizing abilities are acquired, spermatozoa carry an ultra condensed genome due to the replacement of most histones by protamine. Until recently, the study of the epididymis has focussed on its contribution to sperm quality control (i.e., its ability to protect against pathogens and to potentially eliminate defective spermatozoa), and sperm maturation through the regulation of physiological, biochemical and functional sperm features (Sutovsky, 2003; Axner, 2006; Cornwall et al., 2007; Ramos-Ibeas et al., 2013; Domeniconi et al., 2016; Sullivan and Mieusset, 2016; Zhou et al., 2018; James et al., 2020). Adding to these important contributions are recent studies that shed light on the role played by the epididymis in the composition of the sperm epigenome in response to diverse environmental cues (e.g., stress, alcohol consumption, diet, chemicals) (Sharma, 2019; James et al., 2020; Chen et al., 2021). While these epigenetic sperm modifications mostly refer to the transfer of small non-coding RNA (microRNA and tRNA-derived fragments) via epididymis-derived extracellular vesicles, a limited number of studies have investigated the dynamics of sperm DNA methylation occuring during post-testicular sperm maturation (Ariel et al., 1994; Ben Maamar et al., 2019; Galan et al., 2021). Years before the advancement of genome-wide DNA methylation profiling methods, Ariel et al. showed that Pgk-2, ApoA1, and Oct-3/4 loci were subjected to remethylation in the different segments of the epididymis, suggesting that a wave of sperm DNA reprogramming might occur at the post-testicular level through DNA methylation (Ariel et al., 1994; McCarrey et al., 2005). Moreover, Ben Maamar et al. showed that exposure to DDT and vinclozolin triggered sperm DNA methylation changes in the *caput* and *cauda* epididymidis, suggesting that the post-testicular sperm methylome is regulated by environmental conditions (Ben Maamar et al., 2019). While these seminal studies raised questions regarding the mechanisms by which enzymes can access the highly compacted sperm genome to catalyze its (de)methylation, a recent genome-wide study from Galan *et al.* suggested that the transient DNA methylation changes observed in the proximal region of the epididymis was due to the release of cell-free DNA by somatic cells (Galan et al., 2021).

In the present study we took advantage of the CAG/su9-DsRed2, Acr3-EGFP double transgenic mouse model developed by Hasuwa et al. to isolate a pure population of fluorescent spermatozoa devoid of somatic cell (Hasuwa et al., 2010). Genome-wide reduced representation bisulfite sequencing (RRBS) performed on fluorescence-activated sorted spermatozoa (FACS) from the testis and different segments of the epididymis, i.e., *caput*, *corpus* and *cauda*, supported the existence of a variable methylation profiling at the post-testicular level, with a major and transient change observed in the proximal segment of the epididymis. Subsequent *in vitro* assays and pyrosequencing on spermatozoa were performed to assess the possible contributions of DNMT/TET enzymes and sperm heterogeneity to these changes.

## Methods

### Mice

Testes and epididymis were collected from 10 to 12-week-old CAG/su9-DsRed2, Acr3-EGFP transgenic mice (MTA to EB), and C57BL/6 wildtype mice. Colonies were reproduced and maintained in the elite animal facility of CHU de Quebec Research Center. This study was approved by the ethical committee of the Institutional Review Board of the Centre Hospitalier Universitaire de Québec (CHUQ; CPAC licenses 16-050-4 and 16-051-4, C. Belleannée) and was conducted in accordance with the requirements defined by the Guide for the Care and Use of Laboratory Animals.

### Harvest of Spermatids and Epididymal Spermatozoa

CAG/su9-DsRed2, Acr3-EGFP transgenic mice were anesthetized by ketamine-xylazine and subjected to transcardiac perfusion with phosphate-buffered saline (PBS; 137 mM NaCl, 3 mM KCl, 8 mM Na_2_HPO_4_, and 1.5 mM KH_2_PO_4_) to prevent blood contamination in the samples. After complete PBS replacement, the testis and three principal epididymal segments (i.e., *caput*, *corpus*, and *cauda*) were dissected for sperm collection and analysis, as described in the experimental design (Figure 1). A syringe was inserted into the proximal portion of the vas deferens for collection of spermatozoa and fluid from the cauda epididymidis by retrograde intraluminal perfusion with PBS at a rate of 10 μl/min under the control of a syringe pump. Spermatozoa were then isolated from the epididymal fluid by centrifugation at 2000 g for 10 min at 4°C. Epididymal fluid was stored at −80°C for later use. To isolate spermatozoa from the upstream segments, testicular and epididymal tissues (*caput* and *corpus*, separately) were cut into 2 mm^3^ pieces. Tissues were placed in a Medimachine System (BD Biosciences, San Jose, Canada) with 1 ml PBS containing 0.2% 2-naphthol-6,8-disulfonic acid to obtain a single-cell suspension. The cellular suspension was filtered twice through a 50 μm CellTrics filter (Sysmex, United States) and spermatozoa were isolated from somatic cells by flow cytometry at the Flow Cytometry Core Facility of the CHU de Quebec Research Center.

**FIGURE 1:**
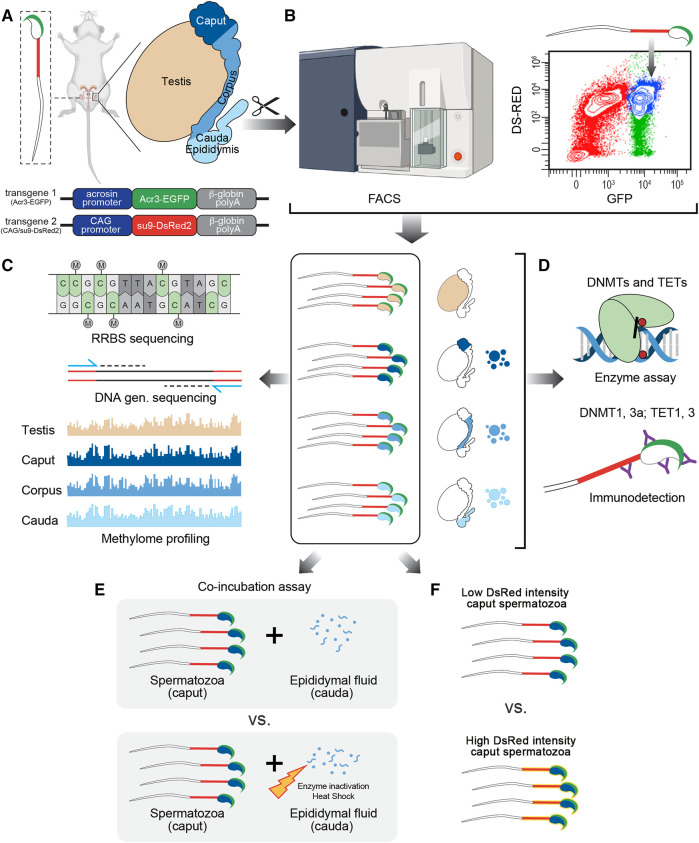
Experimental design followed in this study. **(A)** Male reproductive system was collected from CAG/su9-DsRed2, Acr3-EGFP transgenic mice and dissected into regions corresponding to the testis, *caput*, *corpus*, and *cauda* epididymidis. **(B)** Spermatozoa were isolated from each region by fluorescence-activated cell sorting (FACS) based on their endogenous fluorescence. **(C)** Following DNA extraction, methylation profiling was performed by reduced representation bisulfite sequencing (RRBS)—Illumina next-generation sequencing and validated by pyrosequencing. **(D)** The detection and activity levels of methyltransferases (DNMTs) and demethylases (TETs) were performed by immunodetection (western blot and immunofluorescence staining) and enzyme assays from spermatozoa and epididymal fluid samples. **(E)** The effect of epididymal fluid on sperm methylome dynamics was assessed by *in vitro* co-incubation assays. **(F)** DNA methylation profile was analyzed on sperm population with low *vs.* high DsRed intensity level.

### Fluorescence-Activated Cell Sorting of Spermatozoa

Cells were sorted with a 70 µm nozzle on a BD Aria Fusion cell sorter (BD Biosciences, San Jose, Canada). Spermatozoa were purified based on their endogenous fluorescence, i.e., double-positive for GFP and DsRed (GFP^+^ DsRed^+^). A first gate was settled on GFP-positive events to facilitate the selection of our cells of interest. From those cells, doublets were gated out and DsRed-positive spermatozoa were isolated and sorted into 15 ml Falcon tubes containing PBS. *Cauda* spermatozoa from C57BL/6 wild-type mice and CAG/su9-DsRed2, Acr3-EGFP transgenic mice were used as negative and positive controls, respectively. The purity of spermatozoa isolated by FACS was assessed under fluorescence microscope by counting more than 100 cells per sample. Alternatively, *Caput* spermatozoa were further discriminated by FACS according to their endogenous DsRed intensity (High DsRed vs. Low Ds Red). Prior to sperm DNA extraction and pyrosequencing, half of each subpopulation (0.5 million of spermatozoa) were treated with DNAse I (Qiagen, United States) following the manufacturer’s instructions.

### Spermatic Genome Isolation

Spermatozoa were incubated overnight at 55°C in DNA lysis buffer (100 mM Tris HCl (pH 8.5), 5 mM EDTA, 0.2% SDS, 200 mM NaCl, 100 mM DTT, 300 μg/ml proteinase K) to ensure the dissociation of protamines. Spermatic genome extraction was performed following the standard phenol:chloroform protocol. In brief, a 1:1 volume of phenol:chloroform: isoamyl alcohol (25:24:1, Invitrogen) was added to each sperm suspension. The aqueous fraction was collected and precipitated with 250 mM NaCl, a 2.5:1 ratio of ethanol, and 1 µl 20 μg/μl glycogen (Invitrogen, United States) after vortexing and a 5-min centrifugation at maximum speed. Spermatic DNA was precipitated overnight at −20°C, and washed twice with 70% ethanol. Finally, DNA was resuspended in 30 µl DNAse-free water. The quantity and quality of our samples were assessed by Qubit kit (ThermoFisher, Canada) and the Agilent 2100 Bioanalyzer Systems (Agilent, United States).

### Reduced Representation Bisulfite Sequencing

Diagenode Premium RRBS kit (Diagenode, Belgium) was used following the manufacturer’s instructions. Digested DNA was purified using AMPure XP Beads and bisulfite was converted with the BS conversion reagent supplied in the kit. The library was generated by large-scale PCR amplification and purified with AMPure XP Beads. Library quality control was performed on a bioanalyzer system (Agilent, United States) and compared with the expected results for mouse libraries obtained following the manufacturer’s instructions. Libraries were sequenced on an Illumina 2500 Rapid Run apparatus at the Genomic Core Facility of the CHU de Quebec Research Center. Quality control was performed with fastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low-quality reads and adapters were removed with *Trim Galore* (version 0.4.1) (Bolger et al., 2014). The remaining reads were aligned to the *Mus musculus* reference genome (mouse genome GRcm38) with Bismark (version 0.16.1) (Krueger and Andrews, 2011). Paired methylation profile comparisons were performed between *caput* spermatozoa, *corpus* spermatozoa, and *cauda* spermatozoa *vs.* testicular spermatozoa, respectively. Differential methylation sites (DMS) and differential methylation regions (DMR) were identified with the R package methylKit, which used logistic regression to calculate *p*-values (Akalin et al., 2012). The *p*-values were adjusted to q-values using Sliding Linear Model (SLIM) method. DMS and DMR were identified by using methylKit with a q-values threshold of 0.01 and a methylation difference above 25%. In addition, the RepeatMasker annotation downloaded from the UCSC website was used to analyze repetitive DNA (http://www.repeatmasker.org). The raw data used in this study are publicly available through the Gene Expression Omnibus repository website (https://www.ncbi.nlm.nih.gov/geo/) GSE191051.

### Functional Enrichment Analysis

Genes presenting with differentially methylated regions in their promoter regions were analyzed using the Database for Annotation, Visualization and Integrated Discovery database (DAVID bioinformatics resources 6.8, NIAID/NIH) to determine their biological functions and pathways. The GO and pathway enrichment were performed in GO enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis program. The promoter was defined ±2 kb from the transcription start site (TSS) of the gene using the mouse genome GRcm38 as a reference and a *p* value <0.05.

### Pyrosequencing

Primers were designed for genes of interest using PyroMark Assay Design software (Qiagen, United States) (Supplementary Table S1 **)**. Bisulfite conversion of 40 ng of spermatic DNA was prepared by EZ DNA Methylation-Gold kit (Zymo Research, United States). Twenty ng of bisulfite converted DNA were amplified for pyrosequencing using Pyromark Q24 kit (Qiagen, United States) and Pyromark Q24 Vacuum workstation (Qiagen, United States) according to the manufacturer’s instructions.

### Immunohistochemistry

Testis and epididymis were collected from C57BL/6 mice, fixed in 4% PFA and embedded in paraffin. Five-μm paraffin sections were deparaffinized in xylene and antigen was unmasked using citrate buffer (10 mM, pH 6.0) for 10 min at 110°C. Protein binding sites were blocked with 0.5% bovine serum albumin (BSA) (Sigma, Canada) for 1 h. Primary antibodies diluted in DAKO solution (Agilent, United States) were incubated overnight at 4°C (Supplementary Table S2). After washing twice with PBS, the secondary biotinylated antibodies were incubated for 1 h at room temperature **(** Supplementary Table S2 **)**. ABC elite reagent (Vector Laboratories, Inc. Burlingame, Canada) was applied to the slides following staining with 3-amino-9-ethylcarbazole (AEC) (Sigma, United States) and hematoxylin (Fisher Chemical, Canada). After addition of aqueous mounting medium (Sigma, Canada), tissue sections were observed under a Zeiss Axioskop 2 Plus microscope linked to a digital camera from Qimaging. Images were captured using the QCapture Pro (Qimaging Instruments).

### Immunofluorescence

Spermatozoa from the *caput, corpus*, and *cauda* were spread and air dried on fibronectin-coated slides for 30 min. After treatment with 2 mM DTT and 0.5% Triton X-100 for 45 min, cells were fixed with 4% PFA. After treatment with citrate buffer (10 mM, pH 6.0) for 10 min at 110°C, protein binding sites were blocked with 1% BSA for 30 min. Primary antibodies diluted in DAKO solution were incubated overnight at 4°C **(** Supplementary Table S2 **)**, followed by the incubation with the secondary antibody diluted in PBS for 1 h at room temperature **(** Supplementary Table S2 **)**. After mounting in an aqueous medium (Sigma), images were obtained using an Olympus IX80 confocal microscope.

### Protein Extraction

Testis, epididymis tissues and spermatozoa were disrupted in RIPA lysis buffer (150 mM NaCl, 50 mM Tris, 0.1% SDS, 1% Triton, 0.5% deoxycholate, 1 mM EDTA, pH 7.4) in the presence of a proteinase inhibitor cocktail (cOmplete, Mini, EDTA-free Protease Inhibitor Cocktail, Roche, CANADA) using FastPrep-24 system (MP Biomedical, Inc., DE). Tissues underwent two 30-s rounds of homogenization. The debris were discarded after centrifugation at 12,000 g for 15 min at 4°C.

### Nuclear Protein Extraction

The nuclear protein fraction was extracted from spermatozoa using the Nuclear Extraction Kit following the manufacturer’s recommendations (Abcam, United States). In brief, 2 × 10^6^ testicular, *caput*, *corpus*, and *cauda* spermatozoa were suspended in 100 µl of 1× Pre-Extraction Buffer supplied with the kit. After a 10-min incubation on ice, the cell suspension was vortexed vigorously for 10 s and centrifuged at 10,000 g for 1 min. The cytoplasmic fraction was carefully removed from the nuclear pellet and stored at −20°C for later use. Twenty μl of Extraction Buffer containing DTT and Protease Inhibitor Cocktail were added to the nuclear pellet and incubated on ice for 15 min with a 5-s vortex step every 3 min. The suspension was collected after centrifugation at 14,000 g for 15 min at 4°C. Protein concentration was determined using the Bradford reagent (Biorad, CANADA) following the standard protocol.

### Isolation of Extracellular Vesicles From the Epididymal Fluid

Epididymal fluid was isolated from the *cauda* epididymis by retrograde intraluminal perfusion and centrifugation, as described above. Epididymal fluid from the *caput* and *corpus* epididymidis was collected following excision of the tissues and incubation in 100 μl PBS under agitation, as previously described (Nixon et al., 2019). Fluid suspension was centrifuged at 12,000 g for 20 min to eliminate cellular debris. Finally, epididymal fluids collected from the different segments were subjected to ultracentrifugation at 100,000 g for 2 h at 4°C to isolate extracellular vesicles.

### Western Blot

Proteins extracts were boiled in Laemmli sample buffer containing 2% β-mercaptoethanol at 95°C for 5 min. Denatured proteins were loaded onto a 5–15% gradient SDS-polyacrylamide gel, followed by transfer onto nitrocellulose membranes (0.45 µm, Bio-Rad) using the Trans-Blot Turbo system (Bio-Rad). Membranes were blocked in 5% milk diluted in PBS with Tween 20 (PBST, PBS with 0.05% Tween 20) at room temperature for 1 h and incubated overnight at 4°C with primary antibody diluted in 5% BSA **(** Supplementary Table S2). After three washes in PBS, membranes were incubated with the appropriate secondary antibody conjugated to horseradish peroxidase at room temperature for 1 h **(** Supplementary Table S2 **)**. Detection was performed with the Clarity or Clarity Max Western ECL substrate (BioRad, Canada) on a ChemiDoc MP Imaging System (BioRad, Canada). Quantification was performed on target signal intensity normalized to controls, β-actin and HDAC I, using the ImageLab system (BioRad, Canada).

### Enzymatic Activity Assay

DNMT and TET activities were assayed on 5–10 ng of testicular, *caput*, *corpus* and *cauda* spermatic nuclear extractions, in addition to epididymal fluids from *caput*, *corpus*, and *cauda*. The negative control was prepared by boiling a fraction of epididymal fluid at 95°C for 10 min to inactivate enzymatic activity. Purified DNMT and TET enzymes were used as positive controls. The assay was performed using the DNMT and TET colorimetric activity assays (Abcam, Canada) following the manufacturer’s instructions. Signal was quantified on a Spark™ 10M system (TECAN, Switzerland) at 450 nm with a reference wavelength at 655 nm.

### Epididymal Fluid–Spermatozoa Co-Incubation Assays

For each co-incubation assay, *caput* spermatozoa and epididymal fluid from the *cauda* epididymidis were pooled from 4 mice. C*aput* spermatozoa (5 × 10^5^) were incubated for 2 h at 37°C in 100 μl *cauda* epididymal fluid at a protein concentration of 1 ng/μl. The negative control comprised 5 × 10^5^ caput spermatozoa incubated with 100 μl enzyme-inactivated epididymal fluid (described above). After co-incubation, cells were collected by centrifugation at 2000 g for 10 min at room temperature prior to DNA extraction. Methylation of genes of interest was assessed by pyrosequencing, as described above. This experiment was repeated four times.

### Statistical Analyses

Statistical *t*-test analyses were performed by using Graphpad Prism 7 software. All results are presented as mean ± SEM or percentages (%) from at least three independent experiments.

## Results

### Sorting of Spermatozoa From CAG/su9-DsRed2, Acr3-EGFP Transgenic Mice Prevents Contamination From Somatic Cells

Spermatozoa were isolated from the different anatomical regions (i.e., testis, caput, corpus, and cauda) of 10–12-week-old CAG/su9-DsRed2, Acr3-EGFP transgenic mice by FACS. Sorting parameters were determined from the dual endogenous fluorescence of CAG/su9-DsRed2 and Acr3-EGFP cauda spermatozoa, which were isolated by intraluminal perfusion to minimize somatic cell contaminations. Only the events presenting the strongest GFP and DsRed signals where selected (Figure 2A), representing 9.2, 5.9 and 22.9% of total events in the testis, *caput* and *corpus* epididymis, respectively (not shown). According to DsRed signal intensity, two populations of spermatozoa could be distinguished in the *caput* epididymidis and, to a lower extent, in the *corpus* epididymidis (Figure 2A). As observed by fluorescence microscopy (Figure 2B), the purification yield was 90 ± 5%, 95 ± 5%, and 98 ± 2% in these segments, and no somatic cell contamination was observed in the *cauda* epididymidis (Figure 2C **)**. Approximately 1 million spermatozoa were retrieved from the distinct anatomical segments isolated from a pool of four mice. Since the H19 promoter region is hypermethylated in male germinal cells (Bartolomei et al., 1991; Zhang and Tycko, 1992), this specific site was pyrosequenced to assess the purity level of sorted germinal cells (Figure 2D). While methylation of the H19 promoter was 42 ± 3% in control somatic cell DNA extracts, it was twice as high 87 ± 1%, 82 ± 4%, 82 ± 2%, and 80 ± 2% in DNA extracts from sorted testicular, *caput*, *corpus*, and *cauda* spermatozoa, respectively. This supports the purity of the sperm DNA extracts used for subsequent reduced representation bisulfite sequencing (RRBS) methylation profiling.

**FIGURE 2:**
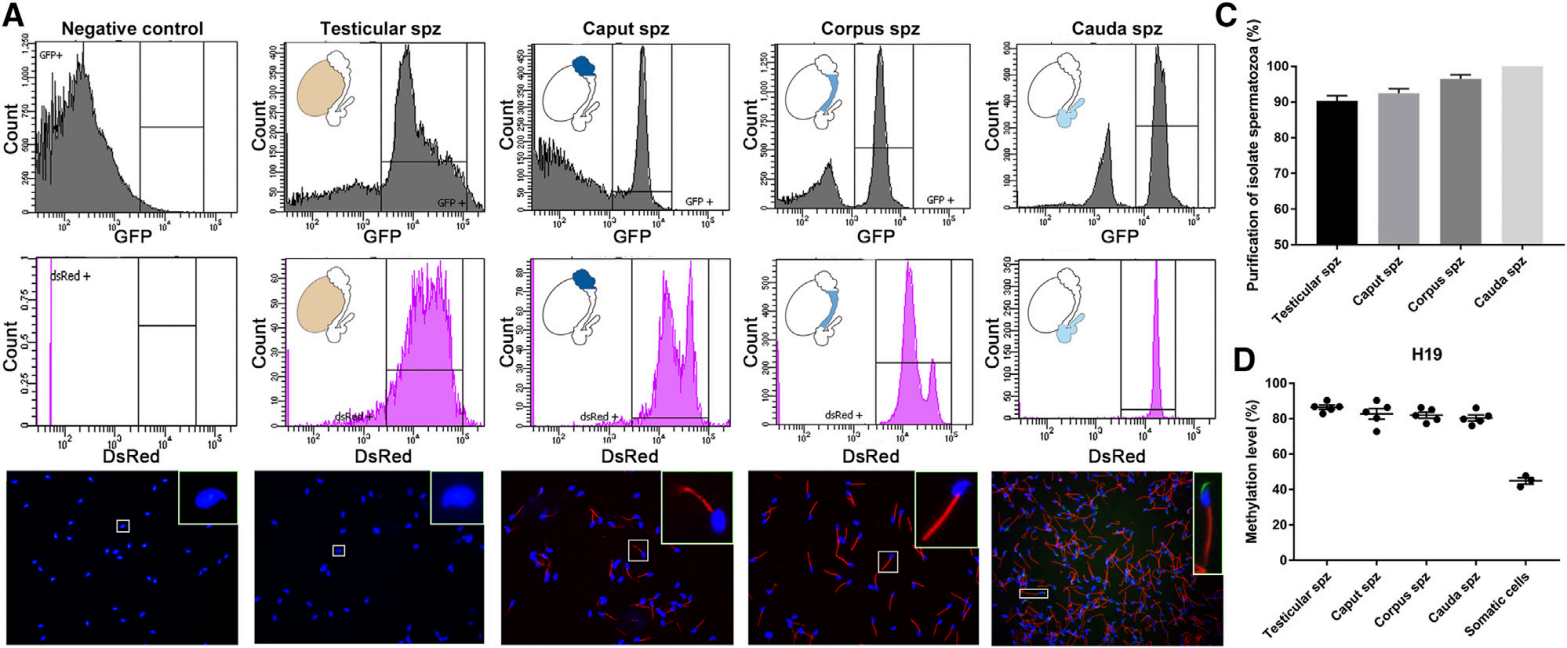
Isolation of testicular, *caput*, *corpus* and *cauda* spermatozoa by fluorescence-activated cell sorting (FACS). **(A)** Spermatozoa were isolated by FACS based on their endogenous EGFP and dsRed fluorescence. Spermatozoa from wild-type mice and spermatozoa collected by intraluminal perfusion from the cauda epididymidis were used as a negative control and positive control, respectively. Purification levels of spermatozoa were assessed by cell counting under a fluorescence microscope **(B,C)** and by H19-IGF2 methylation pyrosequencing **(D)**. Somatic cells isolated from the tail of transgenic mice were used as a reference. Spz: spermatozoa sample.

### Distinct DNA Methylation Profiles are Found in the Discrete Segments of the Epididymis

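Spermatozoa sorted from the testis and from the caput, corpus and cauda epididymidis were each profiled in 3 samples, and each sample came from a pool of 4 mice aged 10 to 12 weeks. RRBS reads short restriction fragments rich in CpG after bisulfite treatment, and the share of reads that keep a cytosine at a site gives its methylation in percent. The authors trimmed and aligned the reads to GRCm38 with Trim Galore (version 0.4.1) and Bismark (version 0.16.1), and compared each epididymal segment with testicular spermatozoa in methylKit by logistic regression. They deposited the counts of all, methylated and unmethylated reads in each of the 12 samples at 14149 CpG sites, and for each of the 3 comparisons a list of DMS and a list of 100-bp regions with their methylation differences and q-values. Every site of the count table had at least 10 reads in every sample. The reads over these sites numbered 945451, 1007992 and 879218 in testicular replicates 1, 2 and 3. They numbered 643941, 869129 and 706411 in caput, 429606, 848746 and 616626 in corpus, and 784708, 679576 and 765781 in cauda replicates 1, 2 and 3. The median coverage of a site was 44, 52 and 45 reads in the testicular samples, 30, 41 and 33 in caput, 20, 42 and 30 in corpus, and 40, 34 and 39 in cauda samples.
The differences in the lists were matched to the count table to see which samples they rest on. Of the caput DMS listed by the authors, 1678 lie in the count table, and at all 1678 of them the listed difference equals that of the pooled reads of caput replicates 2 and 3 against testicular replicates 1, 2 and 3. With caput replicate 1 included, at most 15 of them were equal. The corpus list likewise equals corpus replicates 2 and 3 at all 632 of its sites in the table, and the cauda list equals all 3 cauda replicates at all 33. Caput replicate 1 and corpus replicate 1 were therefore not used for the lists. The authors named the caput and corpus lists as made without outliers, and the paper's text does not mention this or give a reason. Values are given below first for the samples behind the lists and then for all samples.
For each site of the count table, the pooled reads of a segment were compared with those of testicular spermatozoa by logistic regression with a likelihood-ratio test and no overdispersion term. P-values were adjusted by the Benjamini-Hochberg method over the 14149 sites, and a site passed at an adjusted p under 0.01 and a difference above 25 percentage points. This test counts reads and does not use the spread between replicates. Means are therefore also given per sample with their SD and exact permutation tests, in which 3 samples against 3 cannot give a p under 0.1. Confidence intervals (95%, Wilson) cover counting error only, since reads amplified from the same molecule and neighbouring sites are not independent.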

Genome-wide RRBS was used to investigate the methylation profile of spermatozoa from different post-testicular regions. This analysis featured approximately 1% of the sequenced mouse genome, covering approximately 35% of cytosine methylation rate in the CpG context. An inter-sample correlation coefficient of 0.96 was observed among sample triplicates. 

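Across the 14149 sites of the count table, the Pearson correlation of methylation between replicates of the same group was 0.973 on average for the samples behind the authors' lists (8 pairs, from 0.944 to 0.985). With all samples it was 0.949 ± 0.0438 (SD, 12 pairs), from 0.857 to 0.985. The mean was 0.980 among testicular, 0.891 among caput, 0.941 among corpus and 0.982 among cauda replicates (3 pairs each). Caput replicate 1, which the authors' caput list does not use, was part of the lowest pair. By Spearman's rank correlation, the mean of the 12 pairs was 0.890. Over all 66 pairs of samples, whatever their group, the mean Pearson correlation was 0.921. These correlations run across CpG sites, which are not independent replicates, so no p-value is given.

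**Figure D1:**
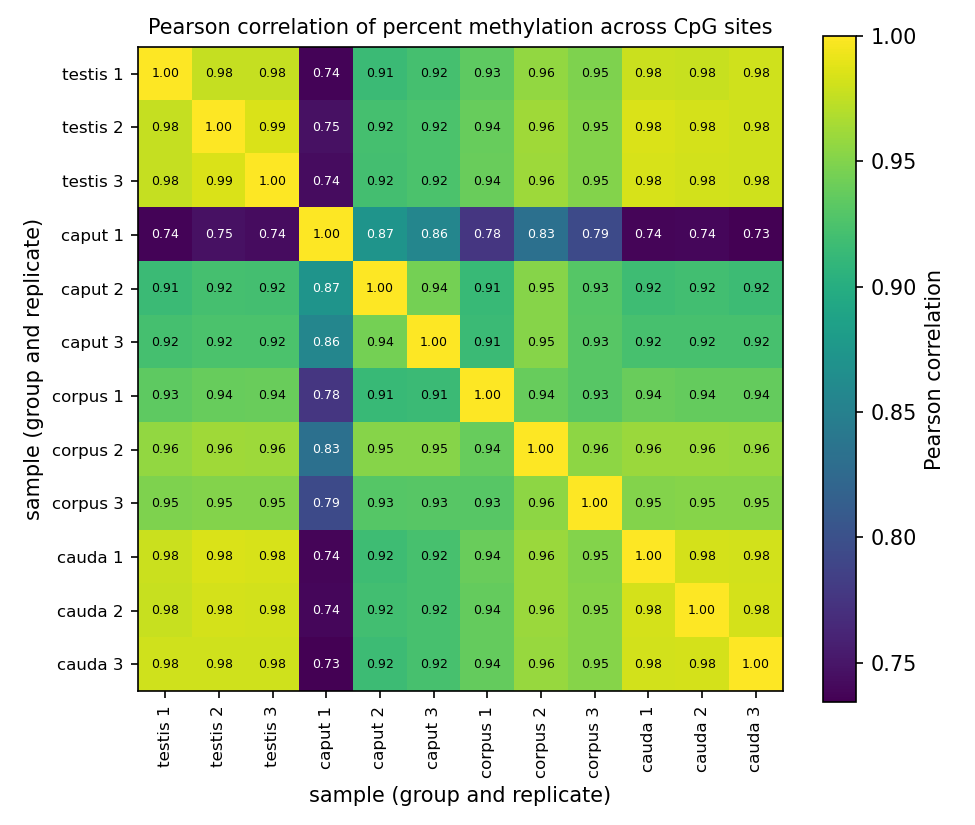
Pearson correlation of percent methylation across 14149 CpG sites for each pair of the 12 samples, by group and replicate. Pairs of testicular and of cauda replicates lie at 0.977 or above, and pairs of caput replicates between 0.857 and 0.944.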

Comparison of the methylation profile of spermatozoa from different epididymal segments (i.e., *caput*, *corpus*, and *cauda* spermatozoa) with testicular spermatids/spermatozoa, indicated that the sperm cytosine methylation profile was variable at the post-testicular level (Figure 3A), with an equal proportion of hypermethylated and hypomethylated sites in autosomal chromosomes. 

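In the count table, 1199 of the 1678 sites that differed between caput replicates 2 and 3 and testicular spermatozoa were hypermethylated, a share of 71.5% (Wilson interval 69.2 to 73.6%). With caput replicate 1 included, the share was 68.7% of 2377 sites. In corpus, 468 of 634 sites were hypermethylated (73.8%) with replicates 2 and 3, and 380 of 560 (67.9%) with all replicates. The corpus share rested in part on corpus replicate 2, without which it was 50.4% of 683 sites. In cauda, 14 of 33 sites were hypermethylated (42.4%, Wilson interval 27.2 to 59.2%). On the autosomes, the authors' deposited table of DMS holds 3202 hypermethylated and 2290 hypomethylated sites for caput (58.3% hypermethylated). It holds 1321 and 885 for corpus (59.9%) and 90 and 134 for cauda (40.2%). When sites in the same 100-bp window were counted once by their mean difference, 54.4% of the caput windows, 57.6% of the corpus windows and 41.6% of the cauda windows were hypermethylated, sex chromosomes included.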

The highest changes were identified between the *caput* epididymis *vs.* testis with the detection of 5,546 differentially methylated CpG sites (DMS) (q value <0.01, methylation difference above 25%). 

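At the 14149 sites of the count table, the logistic regression called 1678 sites between caput replicates 2 and 3 and testicular spermatozoa, and all of them are in the authors' list. With all 3 caput replicates it called 2377 sites, of which 1617 are in that list. Each caput replicate alone against the 3 testicular samples gave 3496 sites for replicate 1, 1791 for replicate 2 and 1616 for replicate 3. The methylation of all 3 caput samples lay on one side of all 3 testicular samples at 1507 of the 1678 listed sites (89.8%). Chance gives 10% at sites not chosen for a difference, but these sites were chosen with 5 of the 6 samples. In simulated unchanged groups, the share at sites called in this way was 33.0% with the scatter of caput replicates and 49.6% with that of testicular and cauda replicates. When the spread between replicates entered the test through an overdispersion term, no site passed the threshold, and 2437 sites had an unadjusted p under 0.05. In simulated data that test also recovered 0 of 200 sites changed by 50 percentage points, so it has no power with this number of samples.
The 1199 listed caput hypermethylated sites of the table had a mean methylation of 51.2% ± 1.23 (SD, n = 2) in caput replicates 2 and 3 and of 13.0% ± 0.508 (SD, n = 3) in testicular spermatozoa. Caput replicate 1 had a mean of 79.7% there, which made the mean of all caput samples 60.7% ± 16.5 (SD, n = 3; exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). The 479 listed caput hypomethylated sites had a mean of 55.4% ± 2.94 (SD, n = 2) in caput replicates 2 and 3, 33.3% in caput replicate 1 and 90.0% ± 1.16 (SD, n = 3) in testicular spermatozoa. The mean coverage at these sites ranged from 38.5 to 68.7 reads in the caput and testicular samples.
Among listed sites of the count table with all caput samples on one side of all testicular samples, ranked by the authors' difference (replicates 2 and 3), the largest rise was at position 23960896 of chromosome 10, in the promoter of Taar4. Its methylation was 100%, 100% and 82.4% in caput replicates 1, 2 and 3 (12, 26 and 17 reads) and 1.91% ± 1.66 (SD, n = 3) in testicular spermatozoa. The next largest rise was 6 bp away, at position 23960902. The largest fall in this ranking (-67.2 percentage points) was at position 60593348 of chromosome 10, in an intron of Cdh23, from 78.3% ± 28.2 (SD, n = 3) in testicular spermatozoa to 21.7% ± 13.5 (SD, n = 3) in caput. The next largest (-66.1), at position 131630916 of chromosome 4 between genes, was larger with all replicates, from 92.5% ± 8.84 to 29.8% ± 20.2 (SD, n = 3 each). Coverage at these 4 sites was between 11 and 38 reads in the caput and testicular samples. From the number of DMS, the paper states that methylation differed from testicular spermatozoa most in caput.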

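In corpus, the logistic regression called 634 sites of the count table with replicates 2 and 3, which include all 632 listed ones, and 560 sites with all 3 replicates, of which 436 are listed. Corpus replicate 1, not used for the list, gave 911 sites alone against the testicular samples, and replicates 2 and 3 gave 768 and 812. In cauda, it called 33 sites, all of them listed, and the replicates alone gave 55, 49 and 90. All samples of the segment lay on one side of all testicular samples at 349 of the 632 corpus sites (55.2%) and at 23 of the 33 cauda sites (69.7%). Chance gives 10% without a choice of sites. At sites called in simulated unchanged groups with the scatter of testicular and cauda replicates, the share was 45.3% for corpus and 76.2% for cauda, so the cauda share is no higher than such a choice gives. With the scatter of corpus replicates it was 37.1% for corpus. Without cauda replicate 1, the number of cauda sites was 63, and without testicular replicate 1 it was 60.
A fixed set of sites was then followed along the epididymis. The sites that the authors list as hypermethylated in caput, 1199 of which are in the count table, had a mean methylation of 32.1% ± 4.15 (SD, n = 2) in corpus replicates 2 and 3 and 24.6% in corpus replicate 1. With all corpus samples the mean was 29.6% ± 5.26 (SD, n = 3), which is 16.6 percentage points above testicular spermatozoa (exact permutation test, two-sided p = 0.1, the smallest possible). In cauda it was 13.2% ± 0.351 (SD, n = 3), a difference of 0.158 percentage points that is smaller than the SD between replicates (exact permutation test, two-sided p = 0.8). At the 479 sites listed as hypomethylated in caput, the mean was 73.7% ± 1.98 (SD, n = 3) in corpus and 88.9% ± 0.867 (SD, n = 3) in cauda. There the exact permutation test against testicular spermatozoa gave a two-sided p of 0.1 for corpus and 0.3 for cauda. The testicular samples took part in the choice of these sites, and the corpus and cauda samples did not.
Sites of the count table were then ranked by the authors' difference where all samples of the segment lay on one side of all testicular samples. The full lists also hold larger changes, up to 75 and -78.5 percentage points in corpus and 57.2 and -58.4 in cauda. Among the ranked sites, the largest rise in corpus was at position 78167736 of chromosome 12, between genes, where methylation was 100%, 50.0% and 93.8% in corpus replicates 1, 2 and 3 and 10.7% ± 3.12 (SD, n = 3) in testicular spermatozoa. The same site had the next largest rise in cauda, to 48.2% ± 21.2 (SD, n = 3). In corpus, the next largest rise was at position 11236482 of chromosome 14, and the largest falls among the ranked sites were in an exon of Tars, to 54.3% ± 13.3 (SD, n = 3), and in a promoter shared by Abhd4 and Dad1, to 11.4% ± 4.11 (SD, n = 3). Among the ranked sites of cauda, the largest rise was in an intron of Prkca, where the testicular samples were spread from 23.3 to 86.1% and the 3 cauda samples were at 100%. The largest falls in cauda were in an intron of Kat6b, to 35.5% ± 20.4 (SD, n = 3), and in the promoter of Slc7a15, to 35.9% ± 5.13 (SD, n = 3). Coverage at these sites was between 10 and 67 reads per sample.

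**Figure D2:**
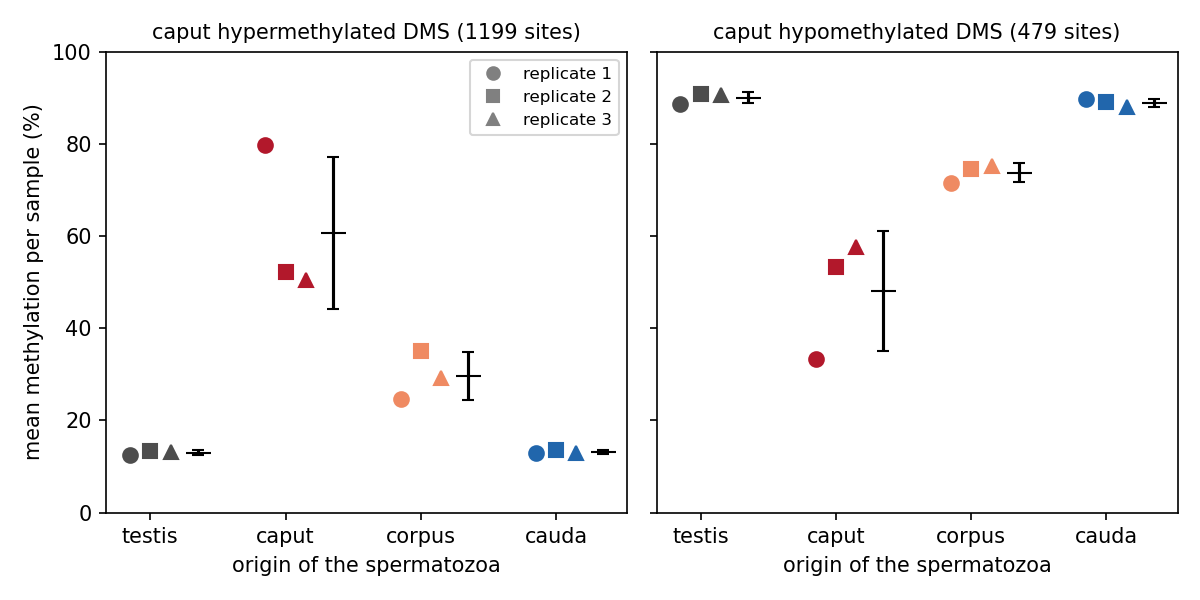
Mean methylation (%) of each sample at the listed caput hypermethylated (1199, left) and hypomethylated (479, right) sites of the count table, by origin of the spermatozoa. Symbols mark replicates 1 to 3, and the bar beside each group gives its mean and SD (n = 3). Caput replicate 1 lies at 79.7% on the left and 33.3% on the right.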

The number of differentially methylated CpG sites (DMS) reduced gradually to 2228 in the *corpus* vs. testis, and to 228 in the *cauda* vs. testis. Among imprinting genes whose epimutations are associated with embryonic disorders, H19, IGF2, MEST, KCNQ1, SNRPN displayed consistent methylation levels in spermatozoa from the different segments of the epididymis (not shown). Furthermore, half of the methylation changes between testicular and *caput* spermatozoa where observed in the intergenic regions and around 25, 13, and 9% in the intron, exon, and promoter regions, respectively (Figure 3B). This proportion was maintained in the other epididymal segments. 

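The count table holds 1 site near H19, at position 142575817 of chromosome 7, with a methylation of 95.7% ± 2.60 in testicular spermatozoa, 91.3% ± 3.68 in caput, 93.5% ± 3.94 in corpus and 98.1% ± 0.962 in cauda (SD, n = 3 each; 68 to 270 reads per sample). It lies outside the region that the paper pyrosequenced for H19, which runs from 142581674 to 142581918. At position 142664377, in a promoter of Igf2, methylation was 38.1%, 15.7% and 0% in caput replicates 1, 2 and 3 (21, 51 and 25 reads) and 1.85% ± 3.21 (SD, n = 3) in testicular spermatozoa. The same 3 caput samples were at 38.1%, 11.8% and 0% at position 142664387, the other Igf2 site of the table, where cauda replicates 1, 2 and 3 were at 0%, 0% and 29.2% (30, 14 and 24 reads). Neither Igf2 site is in the authors' lists. The authors' deposited table of caput DMS holds 2 hypomethylated sites in an intron of Kcnq1, at 143340783 and 143340785, with differences of -42.1 and -60.5 percentage points, and none within 2 kb of H19, Igf2, Mest or Snrpn. No DMS of the corpus or cauda lists lies within 2 kb of any of these 5 genes. The count table has 0 sites at Mest, Kcnq1 and Snrpn, so their values per sample were not analysed here.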

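The positions of the DMS were annotated with GENCODE release M21, with promoters taken as 2 kb around a transcription start site and before exons and introns in precedence. Of the 5546 sites in the authors' deposited table for caput, 34.5% were intergenic, 27.5% in introns, 9.47% in exons and 28.5% in promoters. With RefSeq transcripts, the shares were 35.2%, 29.7%, 15.0% and 20.1%, and with promoters of 1 kb they were 36.1%, 30.5%, 12.5% and 20.9%. Of the 14149 sites of the count table, which are not chosen for a difference, 43.7% lay in promoters and 28.2% were intergenic. In that table, 28.8% of the 1678 caput DMS lay in promoters and 38.7% (Wilson interval 36.4 to 41.0%) were intergenic.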

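In corpus, 37.4% of the 2228 listed DMS were intergenic (Wilson interval 35.4 to 39.4%), 24.4% in introns, 8.39% in exons and 29.8% in promoters. In cauda, 45.4% of the 227 listed DMS were intergenic (39.0 to 51.9%), 20.7% in introns, 9.25% in exons and 24.7% in promoters (19.5 to 30.7%).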

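In caput, the listed DMS made up 7.97% (chromosome 17) to 17.0% (chromosome 18) of the count table's sites on each autosome, 10.6% on the X chromosome and 4% on the Y chromosome, which has 25 sites in the table. The authors' deposited tables hold 6 distinct DMS on the Y chromosome. Those of caput are at positions 4952372, 87460128 and 90825430, with differences of 30.5, 35.6 and 26.7 percentage points. Those of corpus are at 4391653, 5324224 and 87460128, with differences of 30.0, -34.6 and 26.5, and those of cauda at 4391653 and 22103779, with differences of 29.2 and -26.0. Only the caput site at 4952372 lies within 2 kb of a transcription start site, 475 bp from the long noncoding RNA gene Gm29349, and the others are intergenic. None lies within 2 kb of Rbmy, Gm20854 or Ssty2, and G530011O06Rik is annotated on the X chromosome, also with 0 DMS within 2 kb.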

While these methylation variations were evenly distributed in chromosome 1 to 19, and X chromosome, we identified four main genes on the Y chromosome including RNA-binding motif on Y chromosome (RMBY), Gm20854, G530011O06Rik and spermiogenesis-specific transcript on the Y 2 (ssty2) that present a significant change during the post-testicular maturation (Supplementary Figure S1). Furthermore, 653 DMS, 263 DMS, and 51 DMS from *caput*, *corpus*, and *cauda* spermatozoa were found in repetitive regions, representing 11.7, 11.8, and 22.6% of total DMS, respectively. This includes DMS from long interspersed nuclear elements (LINEs) [*Caput* vs. testis: 149 (22.5%), *Corpus* vs. testis: 75 (28.7%), *Cauda* vs. testis: 19 (37.3%)], long terminal repeats (LTRs) [*Caput* vs. testis: 263 (39.7%), *Corpus* vs. testis: 105 (40.2%), *Cauda* vs. testis: 23 (45.1%)] short interspersed nuclear elements (SINEs) [*Caput* vs. testis: 233 (35.2%), *Corpus* vs. testis: 75 (28.7%), *Cauda* vs. testis: 9 (17.6%)], and in satellites [*Caput* vs. testis: 17 (2.6%), *Corpus* vs. testis: 8 (2.3%), *Cauda* vs. testis: 0 (0%)] (Supplementary Figure S2).

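Repeats were taken from the lower-case (soft-masked) bases of the GRCm38 sequence, which do not carry the class of the repeat. By this measure, 500 of the caput DMS (9.02%, Wilson interval 8.29 to 9.80%), 211 of the corpus DMS (9.47%, 8.32 to 10.8%) and 48 of the cauda DMS (21.1%, 16.3 to 26.9%) lay in repeats. Among the 14149 sites of the count table the share was 16.1%, and in that table it was 13.3% for caput, 12.3% for corpus and 18.2% for cauda DMS.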

**FIGURE 3:**
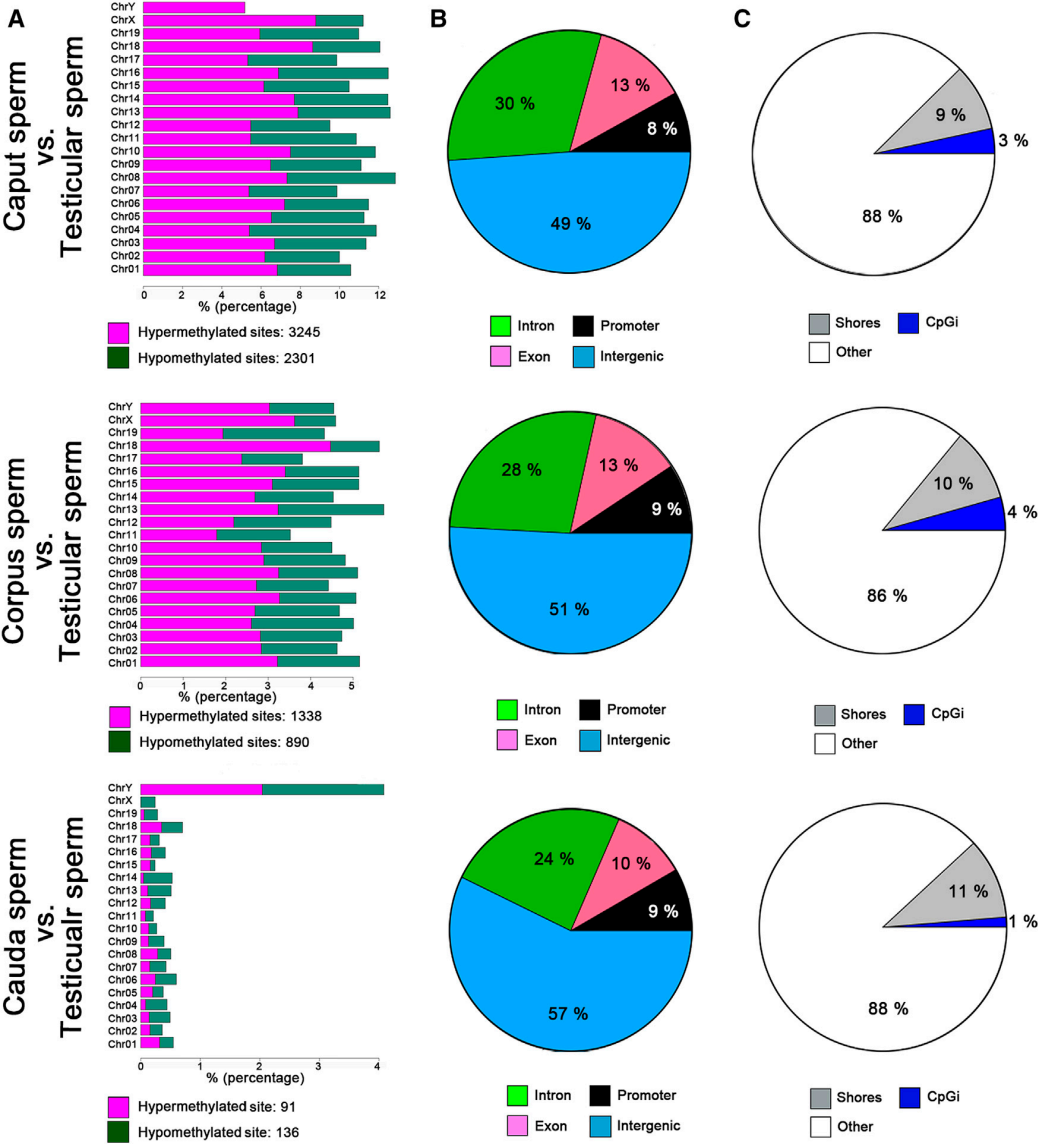
Global changes in sperm DNA methylation profiles at the post testicular level. **(A)** Distribution of CpG hypermethylated (purple) and hypomethylated sites (green) within each chromosome. **(B)** Pie charts illustrating the proportions of CpGs covered by RRBS in regions annotated as introns (green), promoter regions (black), exons (purple), or intergenic regions (blue). **(C)** Pie chart illustrating the proportions of CpGs covered by RRBS in regions annotated as CpG islands (blue), CpG shores (gray) and other regions (white). Results are representative of three independent experiments.

### Validation of RRBS Data by Pyrosequencing

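The 3 lists hold 7016 distinct DMS. The authors' deposited tables share 916 DMS between caput and corpus, 914 of them changed in the same direction, and 49 between caput and cauda, 46 of them in the same direction. Since all comparisons use the same testicular samples, unchanged groups also share calls. In the count table, caput and corpus shared 437 DMS. In 20 simulations of unchanged groups, the mean was 2.3 with the scatter of testicular and cauda replicates. It was 22.95 with the scatter of corpus replicates and 76.7 with that of caput replicates. Caput and cauda shared 19, against 1.5, 17.8 and 64.35, and corpus and cauda 13, against 1.5, 18.55 and 60.1.
The regions of Table 1 were followed in the count table where it covers them. In the region of Cald1, at 34755701 to 34755800 of chromosome 6, the table has 7 sites. Their mean methylation was 75.3% and 88.4% in caput replicates 2 and 3 and 76.7% in caput replicate 1, against 5.83% ± 6.60 (SD, n = 3) in testicular spermatozoa. The mean coverage was 27, 11 and 16 reads in caput replicates 1, 2 and 3. In the region of Susd1, at 59360901 to 59361000 of chromosome 4, the table has 6 sites. Their mean was 29.4% and 20.9% in caput replicates 2 and 3 and 8.19% in caput replicate 1, against 61.9% ± 11.6 (SD, n = 3) in testicular spermatozoa, with a mean coverage of 79.3 to 98 reads in the caput samples. In both regions every caput sample lay on one side of every testicular sample (exact permutation test, two-sided p = 0.1, the smallest possible). In corpus the Cald1 sites had a mean of 10.2% ± 10.2 and the Susd1 sites of 42.0% ± 3.24 (SD, n = 3 each), and in cauda of 0.843% ± 0.610 and 51.7% ± 11.5 (SD, n = 3 each). By the authors' deposited table of caput regions, Cald1 and a region between genes, at 66391301 to 66391400 of chromosome 18, hold 7 DMS each. Of the 24 caput regions with at least 5 DMS, 8 are in Table 1. Among the 10 regions of Table 1, that of Ano8 is also in the corpus list.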

According to RRBS methylation profiling, 79% of methylation changes were identified in spermatozoa from the *caput* epididymis **(** Supplementary Figure S3), with the top 10 listed in Table 1. Among these genes, D1Pas1, Capn2, Ldb3, Cald1, and Zbtb45 were selected for validation of methylation changes by pyrosequencing **(** Figure 4). 

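The 5 loci were placed on GRCm38 by matching the paper's pyrosequencing primers to the bisulfite-converted sequence around each gene. The amplicon of D1Pas1 runs from 186968205 to 186968451 of chromosome 1, that of Capn2 from 182488341 to 182488556 of chromosome 1 and that of Ldb3 from 34565737 to 34565860 of chromosome 14. The amplicon of Cald1 runs from 34755670 to 34755831 of chromosome 6 and that of Zbtb45 from 13007775 to 13007917 of chromosome 7. They hold 13, 7, 8, 8 and 17 CpG sites. The reference sequence of the Cald1 amplicon is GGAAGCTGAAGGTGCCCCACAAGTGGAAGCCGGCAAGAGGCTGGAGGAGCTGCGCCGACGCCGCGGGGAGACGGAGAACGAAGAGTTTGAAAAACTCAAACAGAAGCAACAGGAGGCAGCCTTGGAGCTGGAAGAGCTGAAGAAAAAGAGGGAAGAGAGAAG. All 7 of the Cald1 DMS lie in it, in an exon. By the authors' deposited tables, the amplicon of Zbtb45 holds 8 caput DMS, with differences from 29.1 to 65.5 percentage points. That of D1Pas1 holds 3 caput DMS (41.1 to 51.5) and 3 corpus DMS (34.9 to 37.3), and that of Ldb3 holds 3 corpus DMS (-54.5 to -43.5) and no caput DMS. No DMS of any list lies in the amplicon of Capn2, and the nearest caput DMS is 7853 bp away. At the 1 site of the count table near Capn2, position 182478160, methylation was 95.9% ± 4.17 in testicular and 93.3% ± 6.17 in caput spermatozoa (SD, n = 3 each; 16 to 66 reads).

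**Figure D3:**
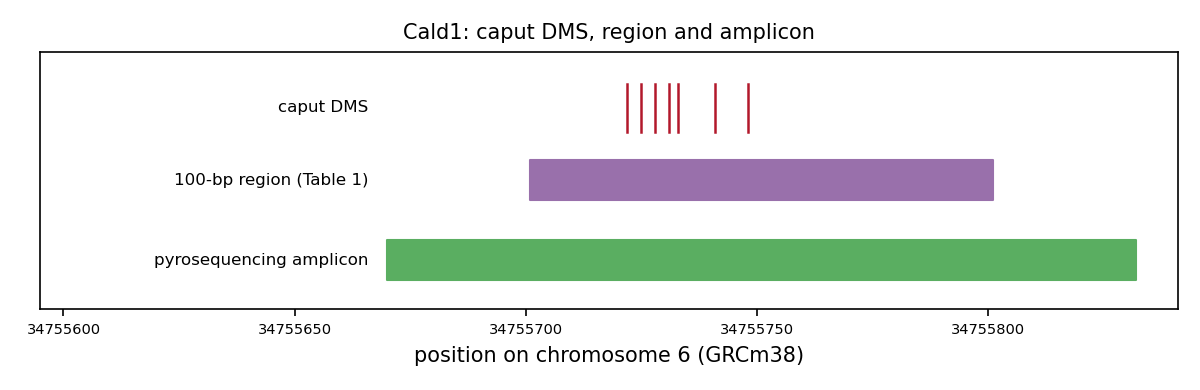
Map of the Cald1 locus on chromosome 6 (GRCm38 position on the horizontal axis) with the pyrosequencing amplicon, the 100-bp region of Table 1 and the 7 caput DMS. The 7 DMS lie between 34755722 and 34755748, inside both.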

ApoA1 was included in the analysis as a gene previously shown to be methylated during epididymal sperm maturation (Ariel et al., 1994). Pyrosequencing analysis validated the changes in sperm methylation during the post-testicular maturation observed by RRBS, with major methylation changes detected in *caput* spermatozoa compared with other segments (Figure 4 **)**. No significant changes were observed between testicular and *cauda* spermatozoa for any of the selected genes. 

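In the RRBS counts, 3 sites in the promoter of D1Pas1 were covered in every sample. At position 186967250 of chromosome 1, methylation was 47.1% and 71.0% in caput replicates 2 and 3 (51 and 31 reads) and 95.7% in caput replicate 1 (70 reads). No methylated read was seen there in testicular spermatozoa, where coverage of 16 to 22 reads allows a methylation of up to 18.8% in a sample. Corpus replicates 1, 2 and 3 were at 20%, 50% and 0%, so the corpus value rests largely on replicate 2, and the corpus mean of 23.3% ± 25.2 (SD, n = 3) does not stand apart from the testicular samples. By the authors' deposited table, which rests on corpus replicates 2 and 3, the site is a corpus DMS with a difference of 36.5 percentage points (q = 6.06e-07), and so are its neighbours at 186967268 (46.0) and 186967270 (43.8). Cauda was at 1.52% ± 2.62 (SD, n = 3). These 2 neighbours had the same order of samples in caput and corpus, with caput means of 68.1% ± 20.1 and 70.5% ± 17.6 (SD, n = 3 each). In Cald1, the DMS with the largest listed difference is at 34755725 of chromosome 6. Its methylation was 84.4% ± 8.30 in caput, 5.41% ± 5.71 in testicular, 9.49% ± 9.02 in corpus and 1.15% ± 1.99 in cauda spermatozoa (SD, n = 3 each; 11 to 54 reads). The count table has 0 sites at Zbtb45, whose 8 caput DMS are all hypermethylated in the authors' deposited table, where corpus and cauda have none. The 3 DMS of Ldb3, at 34565821, 34565830 and 34565837 of chromosome 14, are in the corpus list only. The Ldb3 sites of the count table lie elsewhere in the gene, and at position 34570485 methylation was 9.05% ± 4.01 in testicular and 0% in all 3 caput samples (SD, n = 3), where 18 to 25 reads allow up to 16.7%.

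**Figure D4:**
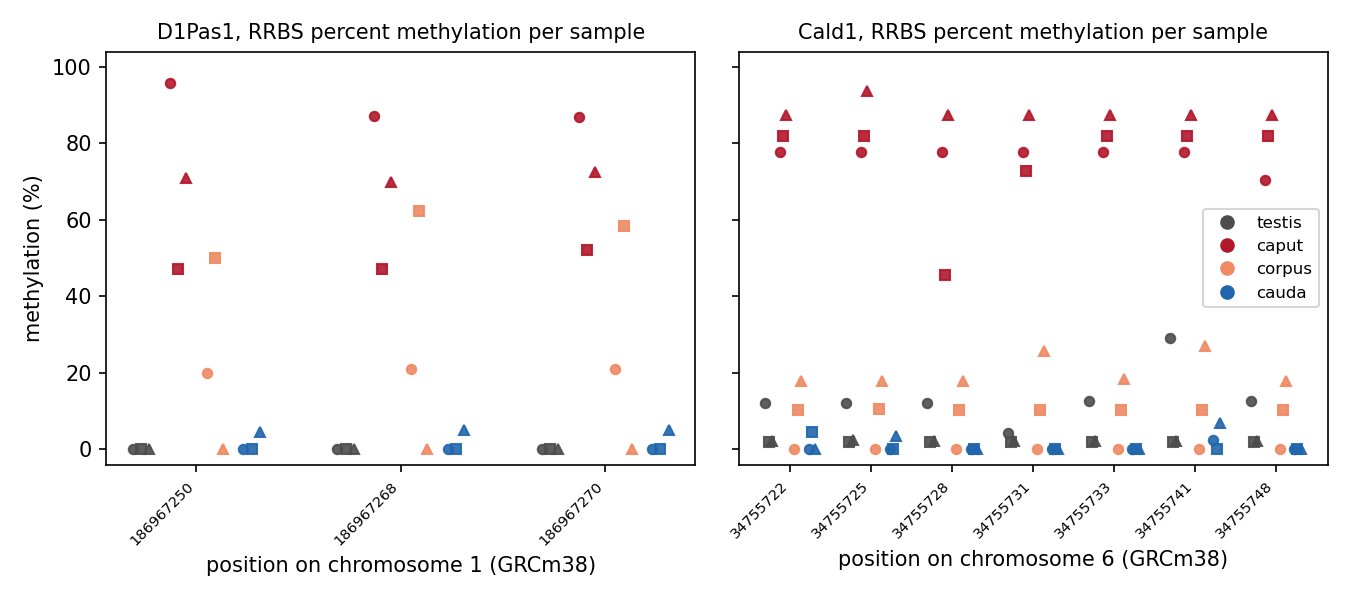
RRBS methylation (%) of each sample at the D1Pas1 (left, 3 sites) and Cald1 (right, 7 sites) positions of the count table, coloured by origin of the spermatozoa. Circles, squares and triangles are replicates 1, 2 and 3. At D1Pas1 the testicular samples are at 0%.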

Whereas D1Pas1, Cald1, and Zbtb45 methylation sites all followed a transitory hypermethylation in the *caput* segment of the epidiymidis, only Ldb3 presented transitory hypomethylation. Furthermore, no significant methylation changes were detected by pyrosequencing or RRBS for ApoA1 at the post-testicular level (Figure 4).

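Apoa1 lies on chromosome 9 of GRCm38 from 46228580 to 46230466, and the ApoA1 primers amplify 46228731 to 46228874, with 4 CpG sites. None of the 3 lists has a DMS within 2 kb of the gene, and the nearest caput DMS is 429140 bp from the amplicon. The count table has 0 sites within 2 kb of Apoa1, so the methylation per sample and its error were not analysed here, and a change there was not detectable with these counts.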

**TABLE 1:** The top 10 most differentially methylated regions (DMRs) identified from caput vs. testicular spermatozoa.

Gene	Location	Methylation difference	q-value	Number of DMS	Function
Cald1	Chr6: 34755701-34755800	78.8%	5.5e-114	7	Actin, calmodulin, and myosin binding
Zbtb45	Chr7: 13007801-13007900	50.8%	1.2e-45	7	Transcriptional regulation
Susd1	Chr4: 59360901-59361000	−36.7%	1.7e-82	6	Calcium ion binding
Ano8	chr8: 71481601-71481700	52.0%	4.1e-45	5	Intracellular calcium activated chloride channel activity
Nfatc2	Chr2: 168571001-168571100	50.1%	4.7e-30	5	Inducing of gene transcription during the immune response
Irf8	chr8: 120739801-120739900	−45.7%	1.7e-26	5	DNA-binding transcription factor activity
Ankrd36	Chr6: 5634501-5634600	35.4%	3.4e-17	5	Protein binding
Notch2	Chr3: 98024501-98024600	−33.6%	1.3e-20	5	Receptor for membrane bound ligands
1700123L14Rik	Chr6: 96164801-96164900	76.6%	5.5e-109	4	mRNA transport
Ccbe1	chr18: 66084701-66084800	66.4%	4.2e-64	4	Calcium ion, collagen, and protease binding

**FIGURE 4:**
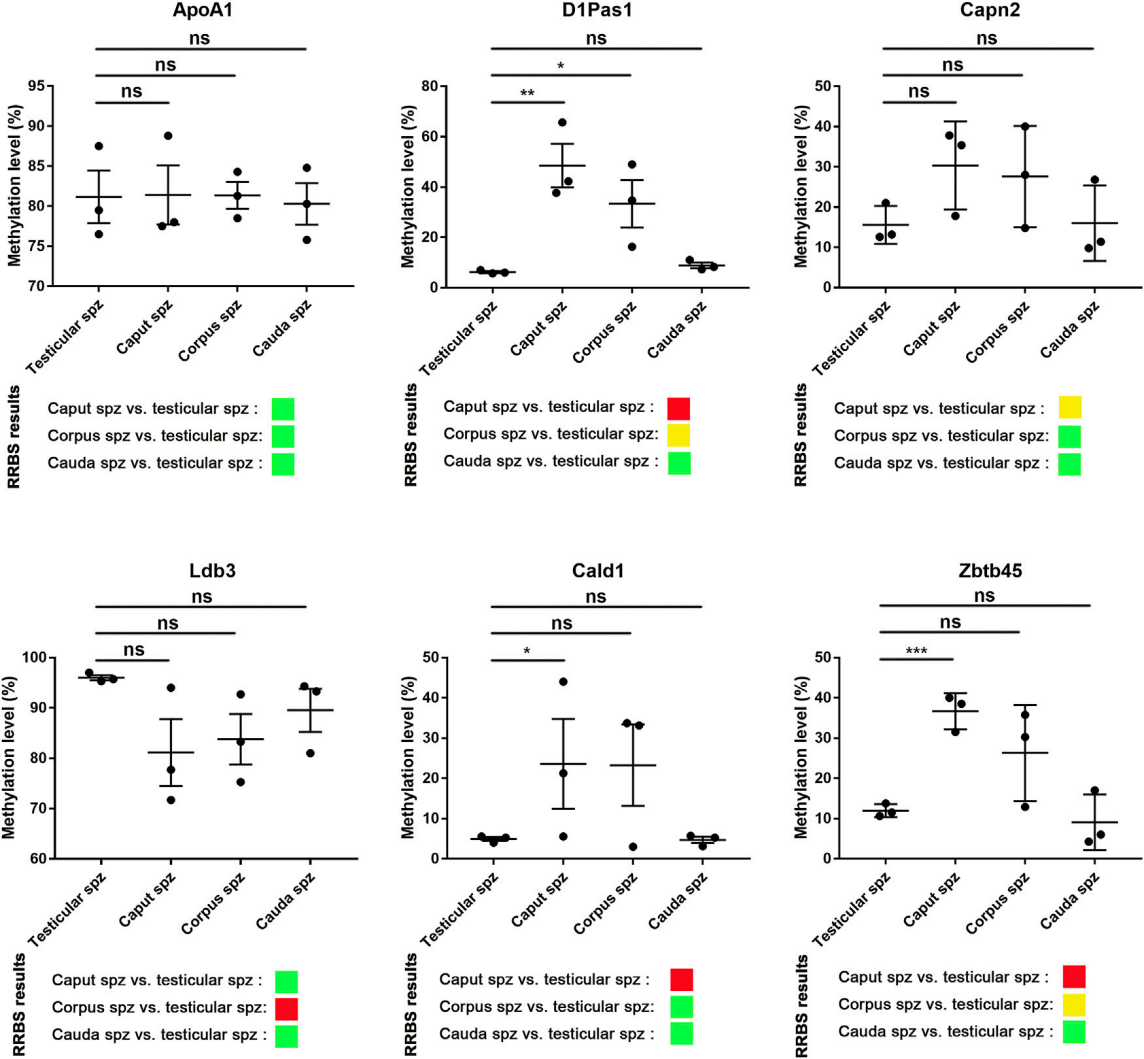
Pyrosequencing validation of RRBS data. Six spermatic DNA loci that exhibited significant methylation changes during post-testicular maturation were validated by pyrosequencing. For each locus, 3 samples of testicular, *caput*, *corpus*, and *cauda* spermatozoa were used. For comparison, differential methylation profiles obtained by RRBS are shown. Green, yellow, and red colors represent methylation changes of <25%, 25–50%, and >50%, respectively. *, **, and ** represent significant differences *p* < 0.05, <0.005, and <0.001 respectively.

### Differentially Methylated Sites From Promoter Regions are Associated With Developmental Processes

Annotated genes associated with differentially methylated sites in promoter regions according to RRBS data were subjected to gene ontology (GO) analysis using the DAVID program. 

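In GENCODE annotation, the caput list has 1580 DMS within 2 kb of the transcription start site of 1229 genes, 732 of them protein-coding. Of these DMS, 1105 (69.9%) were hypermethylated in the authors' deposited table. The corpus list gave 664 such DMS near 532 genes (325 protein-coding), and the cauda list 56 near 58 genes (35 protein-coding). Caput shared 286 of these genes with corpus and 18 with cauda. In the count table, 6188 sites lie within 2 kb of a transcription start site, 483 of them caput, 193 corpus and 8 cauda DMS. Enrichment of GO terms was not analysed here.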

*In silico* analysis revealed the top ten GO terms associated with genes methylated during sperm post-testicular maturation (*p* < 0.05) (Figure 5). From both *caput* and *corpus* epididymal segments, the top-ranked biological function was “multicellular organism development”. For instance, GO terms including “microtubule cytoskeleton organization”, “cartilage development”, and “embryonic skeletal development” were among the most significant GO terms found associated with *caput* methylation changes. Among functions associated with methylation changes from the *corpus* spermatozoa were “fertilization”, “germ cell development” and “DNA methylation involved in gamete generation”. While a limited number of changes were detected in spermatozoa from the *cauda* epididymidis, these methylation marks were mainly predicted to be associated with “regulation of cell proliferation”.

**FIGURE 5:**
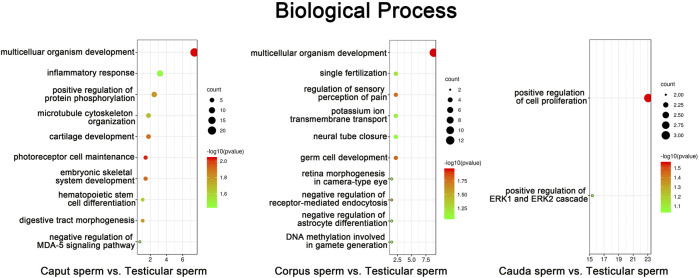
Gene Ontology (GO) enrichment analysis of sperm methylation changes identified during post-testicular maturation. CpG methylation sites from promoter regions that presented the highest significant changes among spermatozoa from different segments (% change >25, Q value <0.05) were submitted to GO analysis. The top ten most significant enriched biological process GO terms are presented (*p* < 0.05). The color and size of each point represents the -log10 (FDR) values and enrichment scores, respectively. A higher -log_10_ (FDR) value and enrichment score represents a greater degree of enrichment.

### DNA Methyltransferases and Ten-Eleven Translocation Enzymes are Detected in the Epididymis and Maturing Spermatozoa

DNA methyltransferases (DNMTs) and ten-eleven translocation (TET) enzymes control the dynamics of DNA epigenetic marks through CpG dinucleotide methylation and demethylation, respectively (Rasmussen and Helin, 2016; Edwards et al., 2017). In order to determine the origin of methylation changes observed in the maturing spermatozoa genome, we explored the expression of these enzymes in the epididymis. Both enzyme types, including DNMT1, DNMT3a, TET1, and TET3, were detected by immunofluorescence staining and immunohistochemistry in the post-testicular environment (Figures 6, 7). Consistent with their close interaction with DNA moieties during spermatogenesis, most of these enzymes were found in the nuclear compartments of germ cells at different developmental stages (Figure 6). For instance, while DNMT1 was detected in the nucleus of spermatogonia, TET1 was detected in the nucleus of round and elongated spermatids. Moreover, the expression of TET3 was observed in the nucleus of all testicular germ cells (Figure 6). In contrast, DNMT3a was the only enzyme detected in the cytoplasmic fraction of germ cells during spermatogenesis. While these enzymes could not be detected in epididymal spermatozoa by immunohistochemistry (Figure 6), further investigations were performed by immunofluorescence on spermatozoa from different epididymal segments (Figure 7). TET 1 was found in the peri-nuclear fraction and connecting piece of *caput*, *corpus,* and *cauda* spermatozoa as well as in the sperm flagellum, whereas TET3 detection was restricted to the sperm midpiece in all epididymal segments. Furthermore, DNMT3a displayed a strong signal in spermatozoa from the cauda epididymidis, and DNMT1 was weakly observed along the flagellum. Therefore, despite the successful detection of Histone H3 that confirmed the accessibility of nucleic antigens under our treatment conditions, none of the DNMT or TET enzymes were detected in the sperm nucleus compartment (Figure 7). However, TET1 and DNMT3a were successfully detected by western blot in positive control testis extracts, as well as in epididymal fluid (DNMT3a) and spermatozoa extracts (TET1) **(** Supplementary Figure S4), suggesting a potential role for these enzymes in the dynamics of sperm methylation profiling along the epididymis.

**FIGURE 6:**
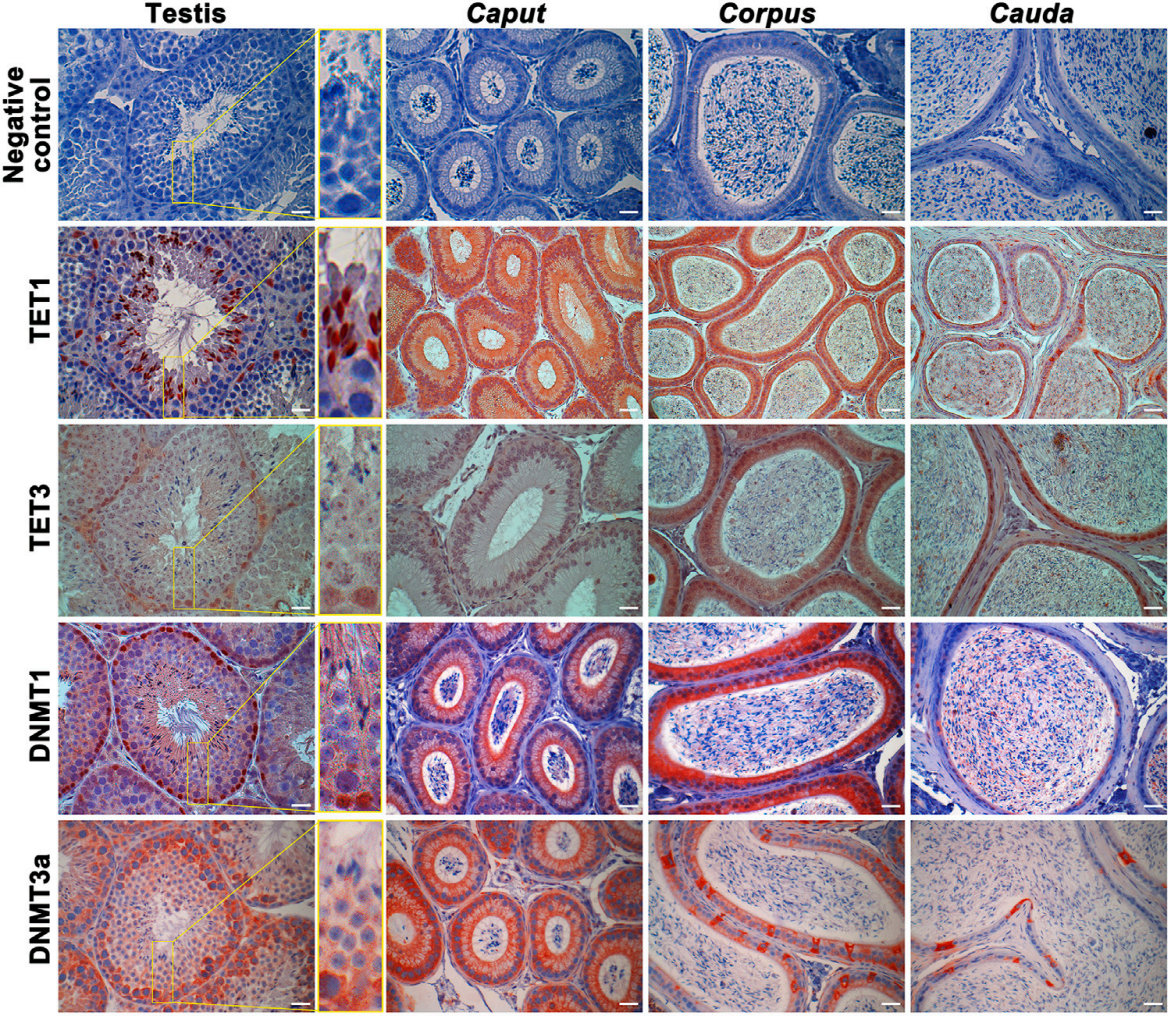
Immunohistochemical detection of TET1, TET3, DNMT1, and DNMT3a in the testis, *caput*, *corpus*, and *cauda* epididymis. Omission of primary antibodies were used as a negative control. Results are representative of three independent experiments. Insets (yellow square) represent ×3 magnification. Scale bar: 30 μm.

**FIGURE 7:**
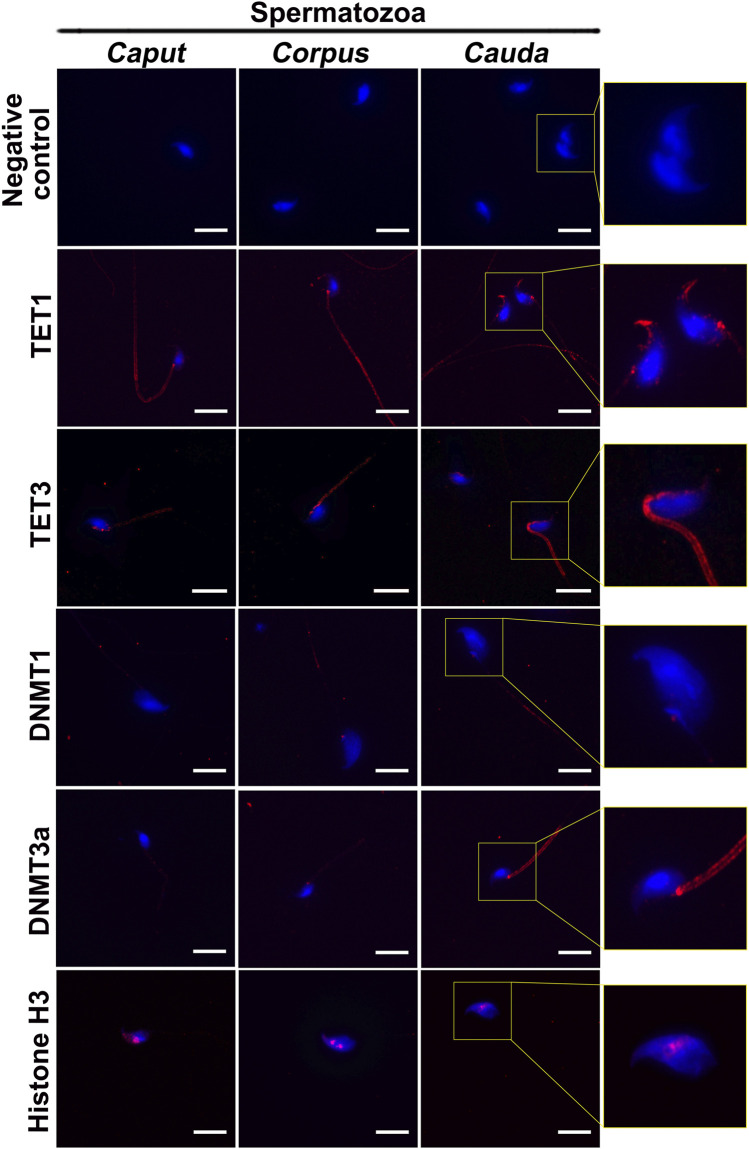
Immunofluorescence detection of TET1, TET3, DNMT1, and DNMT3a in c*aput, corpus and cauda* spermatozoa. Detection of Histone H3 was used as a positive control for the detection of sperm nucleic proteins (arrow). Omission of primary antibodies was used as a negative control. Insets (yellow squares) represent ×2 magnification of spermatic heads. Results are representative of three independent experiments. Scale bar: 10 μm.

### Different DNMT and TET Enzyme Activity Profiles were Found in the Epididymal Fluid and Spermatozoa

The activity levels of DNMT and TET enzymes were determined by enzyme assay to further determine their roles in spermatozoa and sperm-surrounding fluid in the post-testicular environment (Figure 8). Since epididymal fluid contains a fraction of extracellular vesicles (EVs) that allows the transfer of enzymes to maturing spermatozoa (Krapf et al., 2012), EV-free epididymal fluid was separated from EV-containing fractions in this study. While DNMT and TET activities were detected at slightly above threshold values in sperm nuclei extracts (4–8 ± 4 U/mg for DNMTs and 2 to 5 ± 3 U/mg for TETs), stronger DNMT activities ranging from 80 to 120 ± 30 U/mg and 10 to 30 ± 20 U/mg for TET activities were detected in epididymal fluid fractions devoid of EVs. DNMT and TET activities were significantly higher in fluid from the different epididymal segments compared with the heat-inactivated negative control, confirming the presence of methylation and demethylation activities in the sperm-surrounding fluid in these segments. No enzyme activity was detected in the EV fractions, which was comparable to observations for the enzyme-inactivated negative control (Figure 8), demonstrating that active DNMT and TET enzymes are not delivered to maturing spermatozoa by EVs.

**FIGURE 8:**
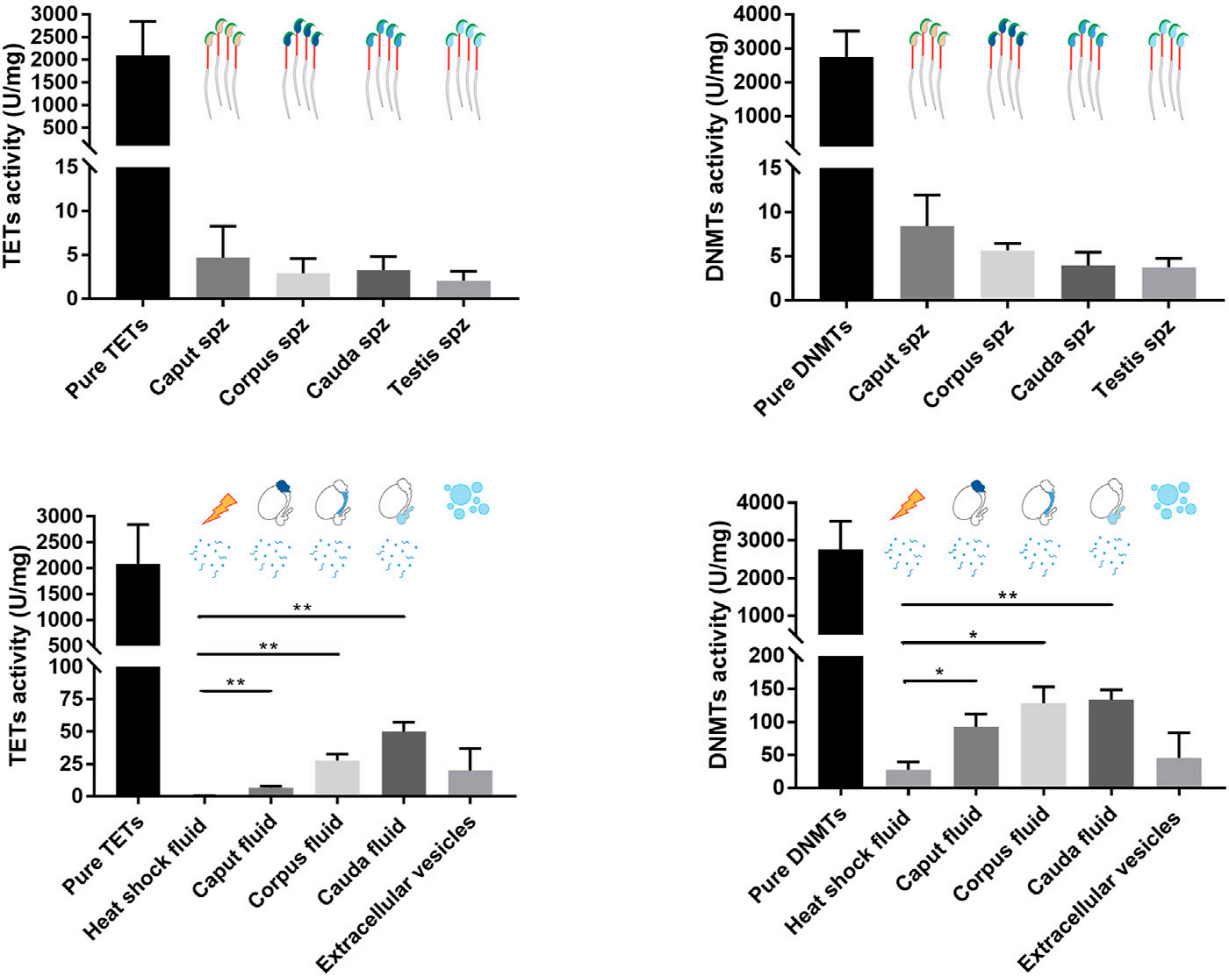
TET and DNMT enzyme assays performed on spermatozoa, epididymal fluid, and extracellular vesicle samples. Nuclear protein extracts from *caput*, *corpus*, and *cauda* spermatozoa, and epididymal fluid from different segments were used for TET and DNMT enzyme assays. Results are representative of three independent experiments. Total enzyme activities were detected in each sample (mean ± SEM). Pure enzymes and *cauda* epididymal fluid denatured by heat shock were used as positive and negative controls, respectively. Spz: spermatozoa. * and ** represent significant differences *p* < 0.05 and <0.005, respectively.

### Sperm DNA Methylation Changes Observed in the Epididymis are not Controlled by DNMT and TET Enzymes

In order to investigate whether the sperm methlylation profile can be modified following contact with sperm microenvironmental conditions, i.e., the epididymal fluid, we conducted *caput* spermatozoa/*cauda* epididymal fluid co-incubation assays for 2 hours at 37°C (Figure 9). Various DNA loci displayed significant methylation changes during post-testicular sperm maturation (Figure 4); however, no significant methylation variation was detected for Cald1 or Zbtb45 in the presence of *cauda* epididymal fluid (Figure 9). Although a slight modification of D1Pas1 methylation level was detected by pyrosequencing following incubation with *cauda* epididymal fluid (15%), this was also present when proteins were denatured prior to co-incubation with spermatozoa (Figure 9). Overall, this shows that enzymes from the sperm-surrounding fluid do not account for sperm DNA methylation changes observed at the post-testicular level.

**FIGURE 9:**
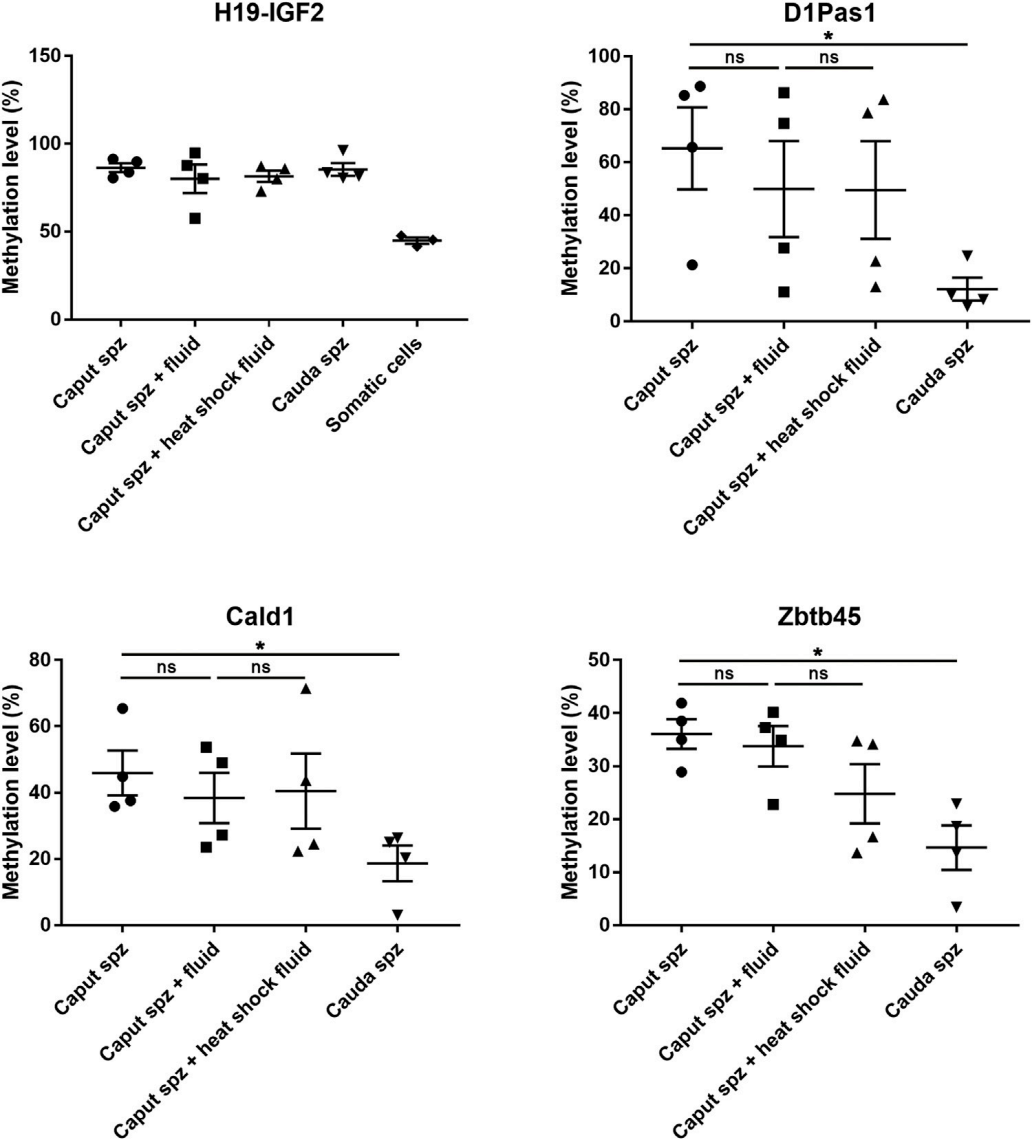
Effect of epididymal fluid on sperm methylation profiling. Following incubation of *caput* spermatozoa with *cauda* epididymal fluid or enzyme-inactivated fluid (heat shock), DNA loci that exhibited significant methylation changes during post-testicular maturation were analyzed by pyrosequencing. For each locus, four samples of testicular, *caput*, *corpus*, and *cauda* spermatozoa were used. H19-IGF2 served to validate the absence of somatic cell contamination. *p-value < 0.05.

### Sperm Heterogeneity Accounts for Sperm DNA Methylation Changes Observed in the *Caput* Epididymidis

According to their DsRed endogenous intensity, two subpopulations of spermatozoa were detected in the *caput* epididymidis and, to a lower extent in the *corpus* epididymidis: low intensity DsRed (S1) vs. high intensity DsRed (S2) (Figures 2A, 10A), the proportion of S1 and S2 populations being variable between mice **(** Supplementary Figure S6). In comparison, spermatozoa isolated from the *cauda* epididymidis display a strong homogeneity in terms of DsRed intensity level (Figure 10A). Considering that intra-individual changes in spermatozoa DNA methylation profiles have been reported between sperm sub-populations (Barzideh et al., 2013; Capra et al., 2019; Jenkins et al., 2015), we examined whether spermatozoa with low *vs.* high DsRed endogenous intensity harbored different DNA methylation profiles that could account for epigenetic changes observed in the *caput* epididymidis (Figure 10). While S1 and S2 populations isolated by FACS indeed displayed differences in terms of DsRed fluorescence intensity, they shared a similar morphology (Figure 10B). Furthermore, the exclusive detection of spermatozoa by fluorescent microscopy (Figure 10B) and the hypermethylation level of sperm DNA on H19-IGF2 locus (>80%) (Figure 10C) confirmed the absence (or the negligible presence) of somatic cells from FACS-sorted sperm populations. While significant methylation changes were detected on D1Pas1 (11.4 ± 1.2%), Cald1 (11.0 ± 0.6%), and Zbtb45 (11.5 ± 0.9%) loci between S1 and S2 sperm populations, no significant changes were observed between S1 *caput* sperm population and *cauda* spermatozoa, suggesting that the presence of S2 sperm population is accountable for the major methylation changes observed at the post-testicular level (Figure 10C). Considering that the presence of extracellular DNA was shown to affect sperm methylation profiling analysis (Galan et al., 2021), *caput* S1, S2 and *cauda* sperm populations were treated with DNase I prior to DNA extraction and pyrosequencing. Methylation levels detected on D1Pas1, Cald1, and Zbtb45 loci from S2 sperm population, was significantly reduced to a level equivalent to S1 sperm population after DNAse treatment, suggesting that caput S2 subpopulation was associated with epididymal extracellular DNA. At the contrary, the methylation levels of S1 and cauda sperm populations remained unchanged after treatment (Figure 10C). While we hypothesized that sperm populations associated with extracellular DNA might correspond to defective/apoptotic spermatozoa, annexin-V assay showed no correlation between sperm apoptosis and DsRed intensity level (data not shown). Furthermore, no significant changes were detected between annexin-V negative and annexin-V positive *caput* spermatozoa (<10%) (Supplementary Figure S5), indicating that the different methylation patterns observed between S1 and S2 were not associated with annexin-V positive defective/apoptotic spermatozoa.

**FIGURE 10:**
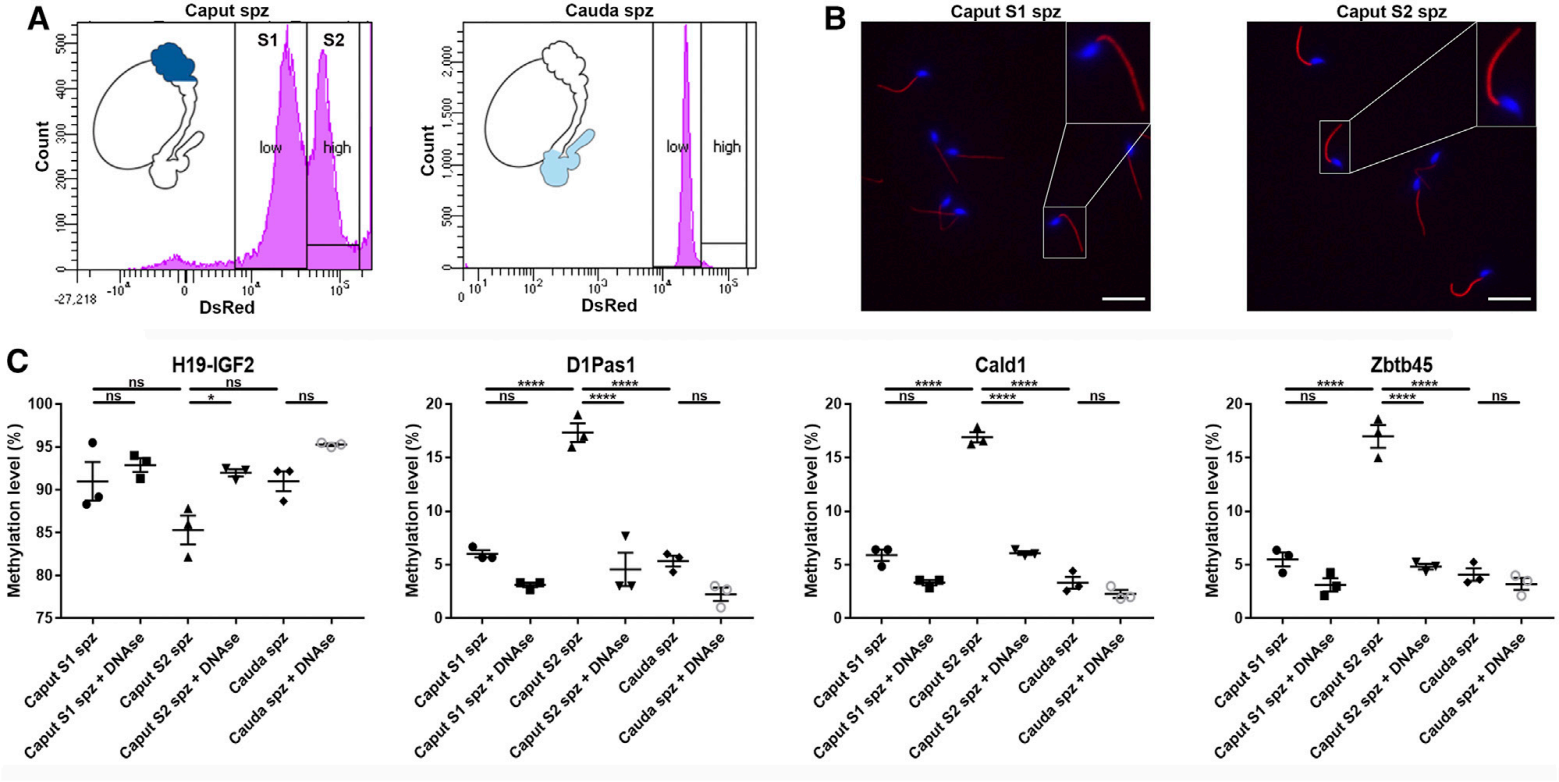
Methylation profiles of D1Pas1, Cald1 and Zbtb45 in caput epididymal sperm with low and high DsRed intensity levels. **(A)** Sperm subpopulations were analyzed by FACS according to their endogenous DsRed intensity levels (S1: subpopulation with low DsRed intensity, S2: subpopulation with high DsRed intensity) and **(B)** observed under a fluorescent microscope. Insets (yellow squares) represent ×2 magnifications of spermatic heads. Scale bar: 20 μm **(C)** Prior to sperm DNA extraction and pyrosequencing on H19-IGF2, D1Pas1, Cald1 and Zbtb45 loci, sperm subpopulations were treated or not with DNase I (+DNAse). H19-IGF2 served to assess the presence of somatic cell contamination. Spz: spermatozoa; *, **, and **** indicate *p*-values of *p* < 0.05, <0.005, and <0.0001 respectively.

## Discussion

In addition to their role of transporting the paternal genome to the site of fertilization, spermatozoa transfer epigenetic information to the oocyte that influences embryo development and progeny outcome (Sharma, 2019; Ben Maamar et al., 2021; Yin et al., 2021). While sperm DNA methylation occurrence has primarily been described during spermatogenesis, a limited number of studies have addressed the cytosine methylation changes that may affect spermatozoa during their maturation in the epididymis (Ariel et al., 1994; Ben Maamar et al., 2019; Galan et al., 2021). To overcome potential somatic cell and extracellular DNA contamination that may have previously impeded the specificity of sperm methylome profiling, we determined the sperm methylome from FACS-isolated fluorescent spermatozoa purified at different stages of development/maturation. Combined with a genome-wide RRBS approach, we observed a transitory change in sperm DNA methylation profile in the proximal region of the epididymis and investigated the mechanisms by which such epigenetic modifications could occur.

Inspired by the study from Ariel et al. (Ariel et al., 1994) that substantiated the remethylation of three spermatogenesis-specific genes, i.e., Pgk–2, ApoA1 and Oct–3/4 at the post-testicular level, we determined the genome-wide methylation profile of four sperm populations isolated from the testis, *caput*, *corpus*, and *cauda* epididymidis. Although our sequencing results (RRBS and pyrosequencing) did not show any methylation changes to these specific genes, we detected a transitory wave of hyper-/hypomethylation in the proximal segment of the epididymidis, which is consistent with the recent whole-genome bisulfite sequencing (WGBS) study from Galan et al. (Galan et al., 2021). 

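Pgk2 lies on chromosome 17 of GRCm38 from 40207015 to 40208640 and Pou5f1, which encodes Oct-3/4, on chromosome 17 from 35506018 to 35510772. The count table has 0 sites within 2 kb of either gene. The lists of caput, corpus and cauda DMS have 0 sites there as well, so a methylation change at these genes was not detectable with these counts.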

Comparably to the latter study we found a similar methylation variation rate, with 1835 hypomethylated DMRs (45%) and 2238 hypermethylated DMRs (55%) in the sperm population isolated from the *caput* epididymis compared with testicular spermatozoa (100 bp, methylation difference >25%). In addition, 55% of hypomethylated genes (824 genes) implicated in the regulation of transcription from RNA polymerase II promoter, multicellular organism development, regulation of cell proliferation and migration, and 52% of hypermethylated genes (924 genes) associated with multicellular organism development, regulation of transcription, cell adhesion and differentiation were found susceptible to methylation changes in both studies. However, none of these common changes were detected on the same loci. 

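The deposited list of caput regions holds 4175 regions of 100 bp, of which 2327 (55.7%) are hypermethylated and 1848 (44.3%) hypomethylated. Their DMS were counted from the list of sites. Of the regions, 2814 hold 1 listed DMS, 871 hold at least 2 and 490 hold none. Among the 871 regions with at least 2 DMS, 603 (69.2%) were hypermethylated. At differences above 40 percentage points, 888 of 1430 regions (62.1%) were.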

According to previous studies, the use of diverse mouse strains [FVB vs. B6D2F1- Tg (CAG/su9-DsRed2, Acr3-EGFP)] (Grimm et al., 2019), and methylation analysis approaches (WGBS vs. RRBS and pyrosequencing) (Bonora et al., 2019) could account for these differences. In addition, the different methods used to isolate sperm populations (discontinuous Percoll gradient on squeezed tissues vs. FACS and intraluminal perfusion) may influence the purity of the samples and their potential association with extracellular DNA and/or somatic cells (Galan et al., 2021). Herein the isolation of spermatozoa from the CAG/su9-DsRed2, Acr3-EGFP transgenic mouse model was optimized through the selection of spermatids and spermatozoa presenting an intact acrosome.

Given that sperm DNA is highly compacted due to the replacement of histones by protamines and the formation of disulfide bridges between their thiol groups (Conrad et al., 2005; Hutchison et al., 2017), cytosine accessibility and the mechanisms by which its methylation occur remain to be established. While the majority of histones are replaced by the end of spermatogenesis, protamine thiol oxidation and molecular cross-links occur sequentially as spermatozoa mature in the epididymis, with the highest proportion of decondensed DNA being found in the proximal epididymidis (Conrad et al., 2005). Therefore, the window of hypo- and hypermethylation we observe in the caput epididymidis coincides with highest cytosine accessibility in this segment compared with the more distal regions. This suggests the presence of a higher susceptibility of spermatozoa to methylation changes in the proximal *vs.* distal epididymidis, which is consistent with the study from Ben Maamar et al., 2019 who showed the greatest proportion of DMR localized to *caput* spermatozoa following DDT exposure (Ben Maamar et al., 2019). However, the absence of correlation between sperm DNA methylation changes and the activity of DNMT and TET enzymes detected in epididymal spermatozoa and their surrounding fluid suggests that (de)methylase activity does not account for these transitory modifications. This is further supported by the absence of DNMTs and TET enzymes in sperm nucleus. In accordance with (Marques et al., 2011; Ni et al., 2016), while we detected TET1, TET3 and DNMT3a enzymes in sperm extra-nuclear compartments, it is possible that an active mechanism is in place in spermatozoa to retain these enzymes outside the nucleus to prevent binding and modification of DNA substrate, as observed in early embryo (Cardoso and Leonhardt, 1999).

The epididymis has been proposed to be a site where heterogeneous populations of spermatozoa are subjected to a quality control through the removal of defective/apoptotic spermatozoa (Sutovsky et al., 2001; Sutovsky, 2003; Ramos-Ibeas et al., 2013), possibly under the surveillance of monocyte macrophages that populate the proximal epididymidis (Battistone et al., 2020; D'Amours et al., 2012a; D'Amours et al., 2012b; Da Silva et al., 2011; Wang et al., 2021). Here, we detected two sperm populations from CAG/su9-DsRed2, Acr3-EGFP transgenic mice displaying distinct methylation profiles in the *caput* epididymidis, where a mechanism for recognizing defective spermatozoa takes place (Axner, 2006; D'Amours et al., 2012b; Ramos-Ibeas et al., 2013; Sutovsky, 2003; Sutovsky et al., 2001). These two populations can be discriminated based on their level of DsRed2 endogenous fluorescence, which is ubiquitously expressed under the CAG promoter and detected in mitochondria under the control of an import signal sequence (Atp5g1). Considering that the ATP synthase component Atp5g1 participates in the control of oxidative phosphorylation and that sperm methylation is susceptible to the presence of reactive oxygen species (ROS) (Agarwal et al., 2006; Tunc and Tremellen, 2009), it is possible that a subpopulation of spermatozoa possessing a higher ATP synthase activity would increase the production of ROS and, therefore, methylation changes. Furthermore, our results show that the sperm population displaying the highest intensity of DsRed corresponds to a sperm population whose methylation profile is susceptible to DNAse treatment, suggesting its association with extracellular DNA. Whether this subpopulation corresponds to apoptotic/defective spermatozoa entrapped in immune cells derived DNA (e.g., Neutrophil extracellular traps (NETs) or Macrophage Extracellular Traps (METs) remains to determine. In line with the study from (Galan et al.) it is possible that extracellular DNA binds to defective spermatozoa as a process of epididymal sperm quality control and accounts for some differences observed at the epigenetic level in the proximal epididymidis.

In conclusion, the isolation of endogenously labeled spermatozoa enabled us to confirm that a transitory window of sperm-associated epigenetic mark changes is predominantly observed in the proximal epididymis, in part due to the presence of extracellular DNA in this segment. A better understanding of the origin of sperm heterogeneity in the epididymis and its degree of conservation in human will eventually provide new considerations regarding sperm selection procedures used in fertility clinics.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, accession # GSE191051.

# Supplementary material for: Sperm Heterogeneity Accounts for Sperm DNA Methylation Variations Observed in the Caput Epididymis, Independently From DNMT/TET Activities
**Source:** Front Cell Dev Biol. 2022 Mar 22;10:834519. doi: 10.3389/fcell.2022.834519
**Supplement:** Supplementary file 1

**Supplemental materials**

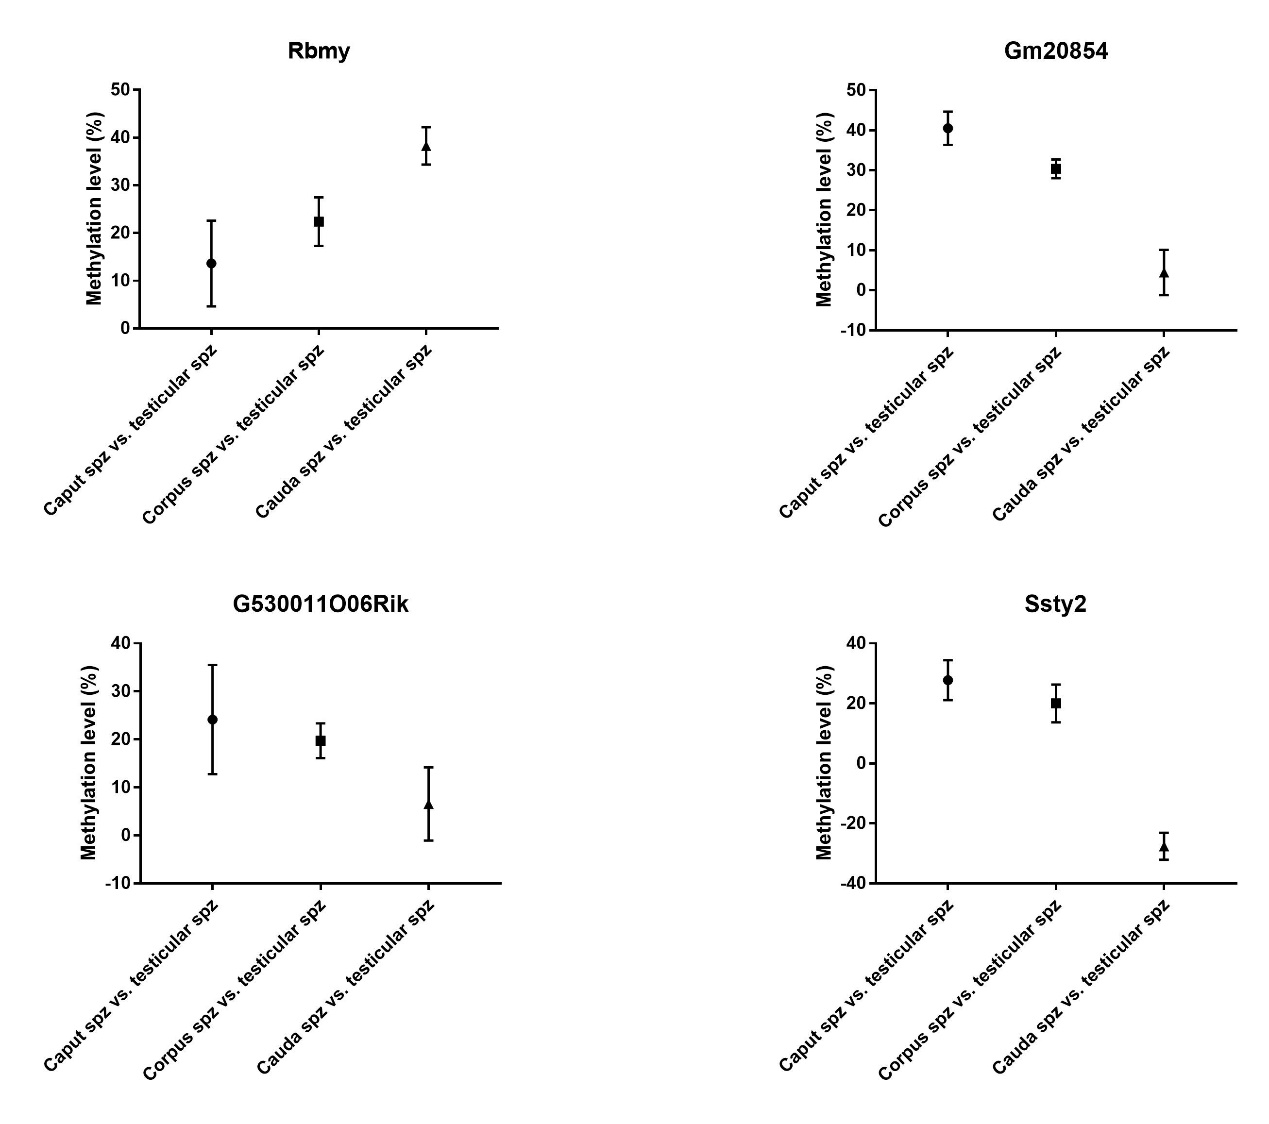

**Supplemental figure 1. Methylation changes of Y chromosomes in spermatozoa during the post-testicular maturation.** Four genes that presented methylation changes have been identified by RRBS. Spz: spermatozoa

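By the GENCODE annotation of GRCm38, Rbmy lies on the Y chromosome from 2830680 to 2841854, Gm20854 from 85528517 to 85530908 and Ssty2 from 67045743 to 67048072. G530011O06Rik lies on the X chromosome from 169975043 to 169978917. The Y chromosome carries many near-identical copies of such genes, and reads from one copy can align to another. The count table has 25 sites on this chromosome.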

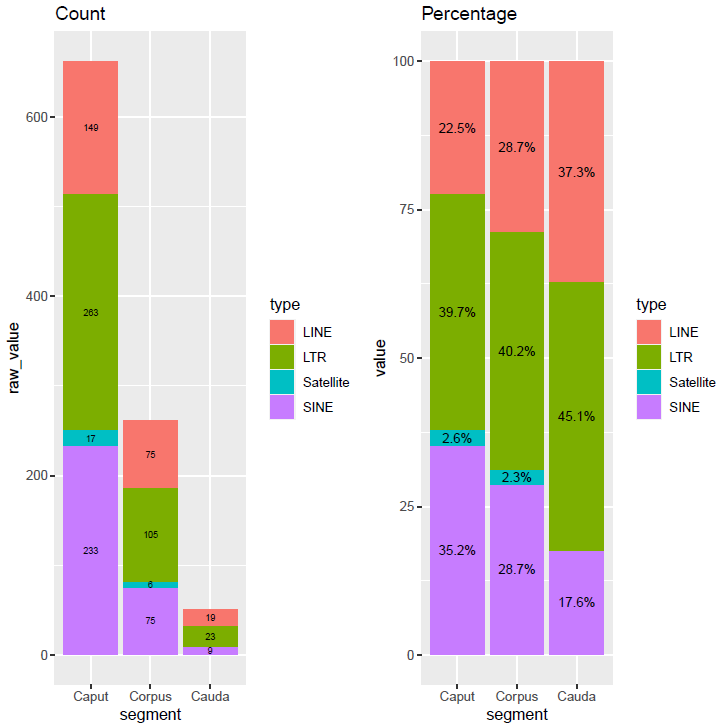

**Supplemental Figure 2. Sperm DNA methylation alteration on repetitive regions.** Histogram bar illustrating the proportions of CpGs covered by RRBS in repetitive regions annotated as short interspersed nuclear element (SINE) (purple), satellite (blue), long terminal repeat (LTR) (red), and long interspersed nuclear element (LINE) (green).

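The histogram divides the DMS that lie in repeats by the class of the repeat. LINEs and SINEs are long and short elements that copy themselves through RNA, LTR elements are related to retroviruses, and satellites are short sequences in tandem. The classes were not analysed here.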

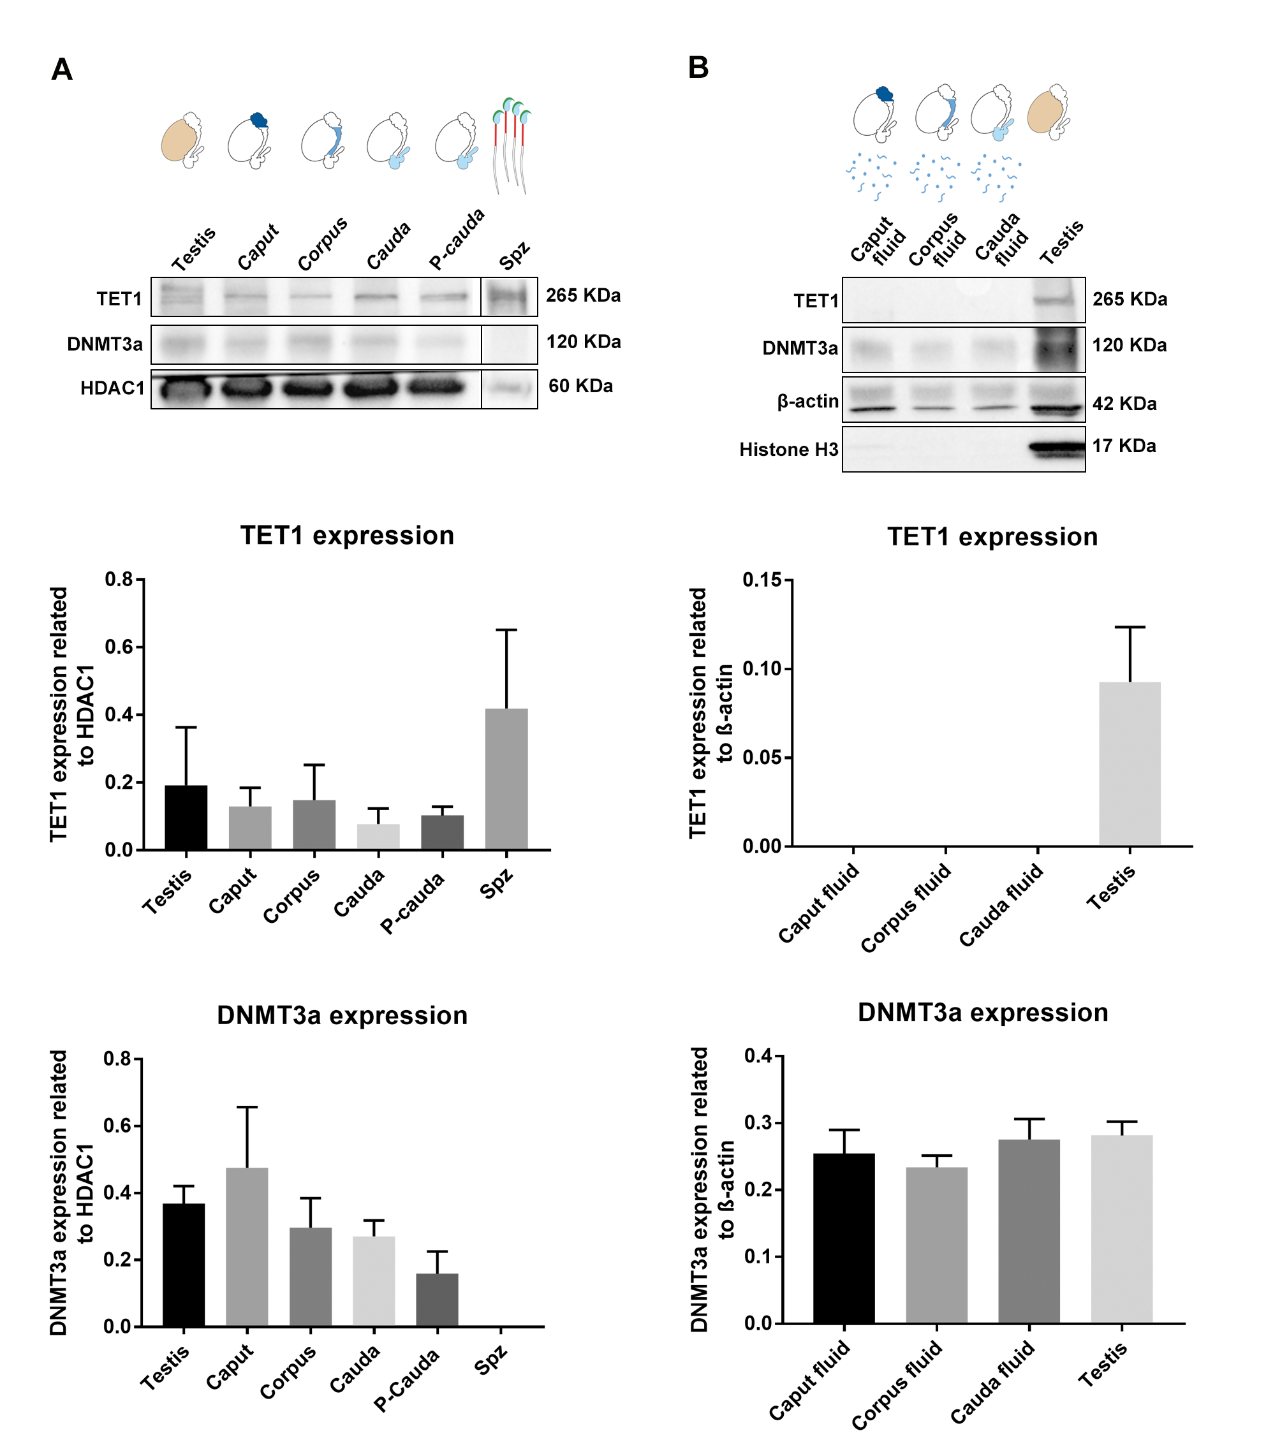

**Supplemental Figure 3.** **Quantification of TET1 and DNMT3a expression in the testis, *caput*, *corpus*, *cauda* epididymis, spermatozoa, and epididymal fluid by Western-blot.** Results are representative of three independent experiments. HDAC1 and β-Actin was used as an internal loading control. In addition, histone H3 was used to validate non-cellular contamination in the epididymal fluid.Cauda epididymis was perfused (P-Cauda) to remove spermatozoa and epididymal fluid from the sample. TET1 and DNMT3a expression levels were normalized to HDAC1 and β-Actin (mean ± SEM). Spz: spermatozoa sample.

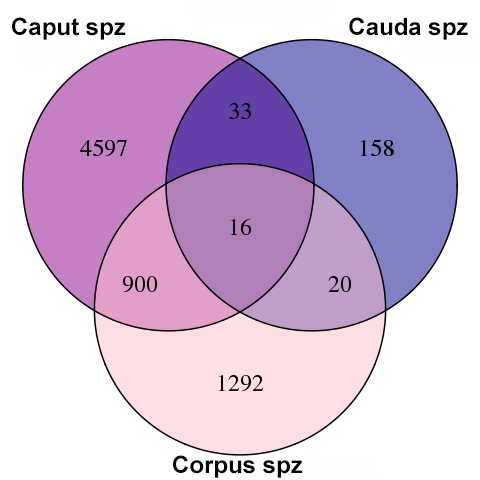

**Supplemental figure 4. Overlap analysis of differentially methylated sites among caput, corpus, and cauda spermatozoa.** Spz: spermatozoa

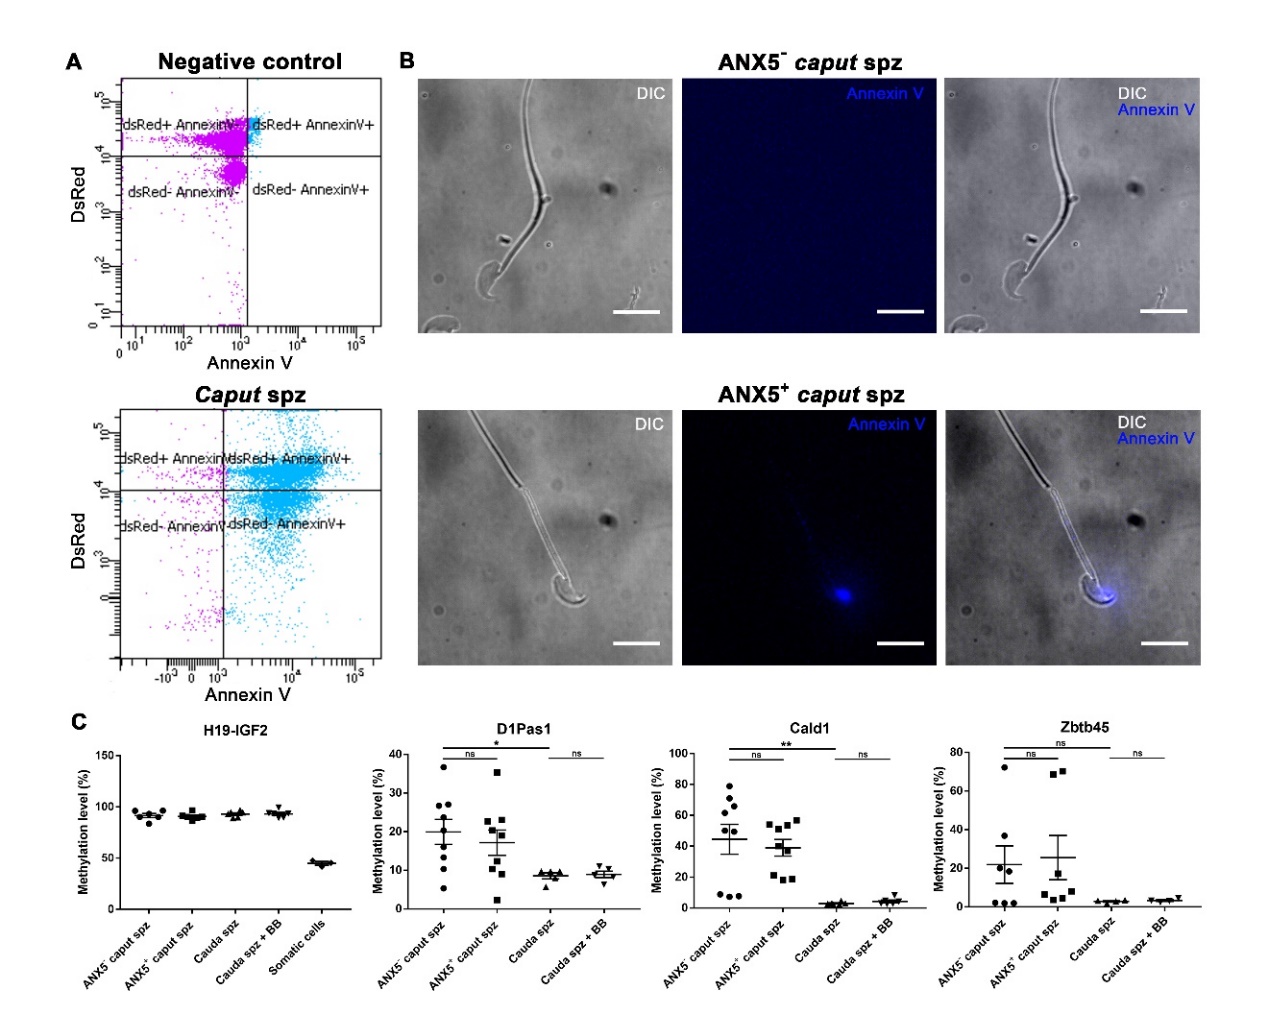

**Supplemental figure 5. Methylation profiles of D1Pas1, Cald1 and Zbtb45 in annexin-V positive and annexin-V negative spermatozoa.** **(A)** Annexin-V positive and negative spermatozoa were isolated by FACS. Spermatozoa collected from the cauda epididymidis, where few defective/apoptotic spermatozoa are found, served as a negative control for annexin-V detection. **(B)** The purity of annexin-V positive and negative spermatozoa was assessed by fluorescence microscopy. **(C)** DNA loci that exhibited significant methylation changes during post-testicular maturation were analyzed by pyrosequencing. For each locus, four samples of *caput* annexin-V positive and annexin-V negative spermatozoa, *cauda* spermatozoa, and *cauda* spermatozoa incubated with annexin-V binding buffer (BB)(control condition) were used. H19-IGF2 served to validate the absence of somatic cell contamination. Spz: spermatozoa; ANX5-: annexin-V negative; ANX5+: Annexin-V positive; BB: annexin-V binding buffer. Scale bar: 10 μm. * and ** indicate respective p-values of p < 0.05 and p < 0.005

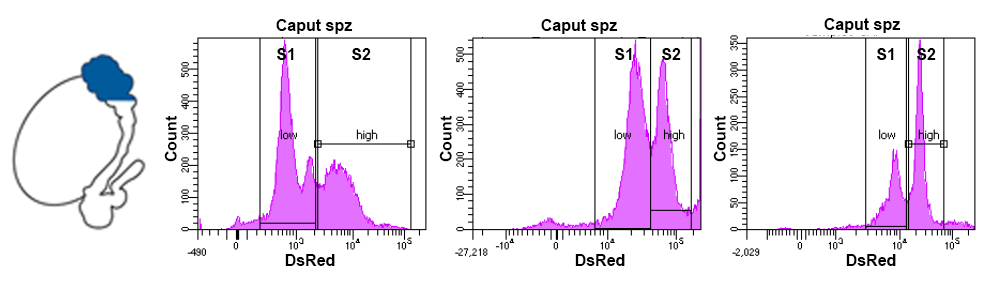

**Supplemental figure 6. FACS analysis of caput sperm subpopulations from different mice.** Three typical distributions of caput sperm subpopulations were analyzed depending on DsRed intensity level. S: subpopulation; spz: spermatozoa

# Supplementary material for: Sperm Heterogeneity Accounts for Sperm DNA Methylation Variations Observed in the Caput Epididymis, Independently From DNMT/TET Activities
**Source:** Front Cell Dev Biol. 2022 Mar 22;10:834519. doi: 10.3389/fcell.2022.834519
**Supplement:** Supplementary file 2

**Supplementary table 1: List of pyrosequencing primers used for sperm DNA methylation changes analysis.**

| Region of interest | Sequence |
| --- | --- |
| H19 F1 | AGGGGGGTAGGATATATGTAT |
| H19 R1 Bio | AACTAACATAAACCCCTAACCTCA |
| H19 Seq | GGATTAGGATTTTTAAATTAATAAG |
| ApoA1 F1 | GGGGAGGTAAGTGTTGTTATT |
| ApoA1 R1 Bio | CACACAATTCAAACCCATAAAAACATTAA |
| ApoA1 Seq | GGTAAGTGTTGTTATTTGT |
| D1Pas1 F1 | AGGTAGAAGTGGTTTTGGTAAATT |
| D1Pas1 R1 Bio | TCCCATAATAATCTCTCCCATCTC |
| D1Pas1 Seq | AGTGGTTTTGGTAAATTT |
| Capn2 F1 | ATGGAGGAAAGAATTTGTTAATTATAAGT |
| Capn2 R1 Bio | CATCCCCCCTCTTAACACACAATTCA |
| Capn2 Seq | GTAGAGTATATTATTATTTTGTTGG |
| Ldb3 F1 | GGAGGATTAGGGAGTTGAGAA |
| Ldb3 R1 Bio | ACTTAACCCCTCAACTCCTA |
| Ldb3 Seq | GTTAAATGAGGAGAGAGTATTTTT |
| Cald1 F1 | GGAAGTTGAAGGTGTTTTATAAGT |
| Cald1 R1 Bio | CTTCTCTCTTCCCTCTTTTTCT |
| Cald1 Seq | GGAAGTAGGTAAGAGGTT |
| Zbtb45 F1 | TGGGGGTGTAGGTAGTTGA |
| Zbtb45 R1 Bio | CACCCCTACCCCCTCCACT |
| Zbtb45 Seq | GGGTGTAGGTAGTTGAA |

**Supplementary table 2: List of antibodies used for Western blot, Immunohistochemistry, and Immunofluorescence.**

| Primary antibody | | | |
| --- | --- | --- | --- |
| Application | Dilution | name | reference |
| WB, IHC, IF | 1:2000, 1:200, 1:200 | Tet1 | GTX12407 (GeneTex) |
| IHC,IF | 1:200, 1:200 | Tet3 | GTX121453 (GeneTex) |
| IHC,IF | 1:50, 1:50 | Dnmt1 | Ab19905 (Abcam) |
| WB, IHC, IF | 1:500, 1:100, 1:100 | Dnmt3a | Ab13888 (Abcam) |
| WB | 1:2000 | HDAC1 | Ab19845 (Abcam) |
| WB | 1:5000 | β-actin | A5441 (SIGMA) |
| WB,IF | 1:2000, 1:200 | Histone H3 | Ab1791 (Abcam) |
| IF | 1:200 | Anti-Histone H3 (citrulline R2 + R8 + R17) | Ab5103 (Abcam) |
| WB | 1:2000 | HBB (Hemoglobin) | Ab231732 (Abcam) |
| Secondary antibody | | | |
| WB | 1:5000 | GAM(HRP) | Ab97023 (Abcam) |
| WB | 1:5000 | GAR(HRP) | Ab97051 (Abcam) |
| IHC | 1:200 | GAM(Biotin) | 115-061-166 (IR) |
| IHC | 1:200 | GAR(Biotin) | 111-065-144 (IR) |
| IF | 1:200 | DAM647 | 715-605151 (IR) |
| IF | 1:200 | DAR647 | 711-605-152 (IR) |

How the deposited data were processed for this re-analysis (not part of the article)

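Spermatozoa were sorted from the testis and from the caput, corpus and cauda epididymidis of transgenic mice, and RRBS measured CpG methylation in 12 samples, 3 per origin. All 12 samples were mapped to their origin and replicate from their labels. The authors removed low-quality reads and adapters with Trim Galore 0.4.1, aligned the reads to GRCm38 with Bismark 0.16.1 and compared each epididymal segment with testicular spermatozoa in methylKit. Their deposited count table gives, for each sample and CpG site, the count of all reads, of methylated reads and of unmethylated reads, without normalization. All 36 per-sample columns of this table were used. The deposited lists give, for each DMS and each 100-bp region, the methylation difference in percentage points, the p-value from the authors' logistic regression and the q-value by the SLIM method. All 19280 distinct sites of the lists and the count table lie on a CpG of GRCm38.

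The listed differences were recomputed from the read counts for every set of at least 2 replicates of each segment, to find the replicates behind each list. The caput and corpus lists rest on replicates 2 and 3 and the cauda list on replicates 1, 2 and 3, each against all 3 testicular samples. The authors named the caput and corpus lists, and not the cauda list, as made without outliers. No reason for leaving out caput replicate 1 and corpus replicate 1 was found in the paper or its supplementary files. Results are therefore given for the authors' samples and then for all samples. Only 1678 of the caput, 632 of the corpus and 33 of the cauda DMS lie in the count table, so values per sample cover these, and the others rest on the authors' lists.

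Each segment was compared with testicular spermatozoa at the 14149 sites of the count table by logistic regression on the pooled reads, with a likelihood-ratio chi-square test, Benjamini-Hochberg adjustment over all sites, an adjusted p under 0.01 and a difference above 25 percentage points. The design was written before the data were examined and follows the paper's methods except for the adjustment. In data simulated from the real coverage, with 200 of the 14149 sites changed by 50 percentage points, this test recovered 200 and made 0 false calls. With the replicate number as a block it also recovered 200. With an overdispersion term it recovered 0. limma was tested on 5000 simulated sites and recovered 182 of 200 changed ones, with 0 false calls. The simulated samples held no scatter between replicates beyond read sampling. The mean methylation of each sample at the listed caput sites was compared between groups by an exact two-sided permutation test, whose smallest p is 0.1 for 3 samples against 3.

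The depth of a sample is given as its reads over the sites of the count table. At the median coverage of 20 reads in the sample with the fewest reads, 1 read is worth several percentage points. Where no read was methylated, the share that 3 reads of the coverage make is given as the upper limit. Intervals are Wilson intervals at a confidence level of 95% and cover counting error only.

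Genes were taken from GENCODE M21 on GRCm38, and repeats from the lower-case bases of the GRCm38 sequence. Pyrosequencing amplicons were located by matching the primers to the bisulfite-converted sequence within 30 kb of each gene, with at most 1 mismatch per primer. The loci named in the text were set before the data were examined. They are the 10 regions of Table 1, the 6 pyrosequencing loci, the 5 imprinted genes and the 4 Y chromosome genes of the paper, and for each comparison the 2 sites with the largest rise and the 2 with the largest fall in the authors' difference among those where every replicate lies on the same side of every testicular replicate. Pgk2 and Pou5f1, named in the paper's discussion, were added later, as were 2 imprinted genes (Zrsr1 and Mcts2) and a list of 28 germline genes used in tests of mixed samples.

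The alternatives set before the data were examined were an overdispersion term, limma on the log2 ratio of the methylated to the unmethylated percentage, each with a pseudo-percent of 1 or 5, differences above 40 percentage points, an adjusted p or q under 0.001, a coverage of at least 20 reads in every sample of the comparison, a replicate block, autosomes only, windows of 100 bp, medians in place of means, DMS within 100 bp, regions with at least 2 DMS, Spearman's correlation and leaving out each replicate in turn. RefSeq transcripts, promoters of 1 kb and the correlation without caput replicate 1 were added after seeing the data. Unchanged groups were simulated 20 times against the same testicular samples, with beta-binomial scatter set to that between replicates. The shares at sites called in these groups (samples on one side, and the direction in caput replicate 1) were added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, R 4.3.3 with limma 3.58.1 and samtools 1.23.1 were used. Repeat classes, CpG islands and GO terms were not analysed here, nor were the pyrosequencing, enzyme, imaging and DNase experiments.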

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

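Some of the tests below were chosen only after the result was seen. They are those of a shared difference profile and of the H19 values. The share of other DNA at sites called without the replicate in question is another. So are the extension of the germline promoter test from Dazl to Tex101 and the comparison with simulated groups at the listed sites. The groups of 3 samples are too small for a test of single outlying samples.

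Caput replicate 1 and corpus replicate 1 stand out because the authors' lists, named as made without outliers, do not use them and they carry a signal above every testicular sample. At the 1199 listed caput hypermethylated sites, caput replicate 1 had a mean methylation of 79.7% and corpus replicate 1 of 24.6%, while the testicular samples had 12.4 to 13.4%. Caput replicates 2 and 3, which chose these sites, had 52.1% and 50.4%. Caput replicate 1 was sequenced less deeply than they were, but its difference from testicular spermatozoa was 68.1 percentage points at the 220 sites with a coverage of at least 50 in every caput and testicular sample, and 66.8 at all 1199 sites. The 2 other caput replicates differed by 35.5 at the deep sites, so lower depth does not account for the gap. Across all 14149 sites, the differences of caput replicate 1 correlated with those of replicates 2 and 3 at 0.703 and 0.637 when each was set against other testicular samples. At the listed sites, 97.4% kept their sign in caput replicate 1, against 68.1% in simulated unchanged groups with the scatter of caput replicates and 77.0% with that of testicular and cauda replicates. This is consistent with 1 difference profile that is present at a different strength in each caput sample. The corpus samples correlated with caput replicate 1 at 0.323 to 0.605 and the cauda samples at -0.128 to -0.0817, all below the caput samples. An exchange of labels was not tested in another way. For corpus replicate 1, with the lowest coverage of all, depth was examined only through the corpus group, whose difference at these sites was 16.5 percentage points where coverage was at least 20 and 16.6 at all sites.

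DNA from other cells, mixed into the caput samples at different shares, is a candidate explanation of such a profile. Zrsr1 and Mcts2 were chosen before their values were examined, as promoters that somatic cells methylate on the maternal allele and spermatozoa do not methylate. They stand out because the paper does not discuss them and because 45.6% of the reads at their 7 sites were methylated in caput replicate 1, against 0 to 7.14% in the testicular samples. Caput replicates 2 and 3 had 12.6% and 14.7%, corpus 0 to 10.3% and cauda 0 to 3.68%. The caput hypermethylated sites called without the replicate in question need other DNA at a share of at least 76.7%, 35.1% and 32.8% in caput replicates 1, 2 and 3, if that DNA is fully methylated there. The hypomethylated sites need 63.0%, 25.9% and 22.5%, if it is unmethylated there. DNA methylated on 1 of 2 alleles would then give at least 38.4%, 17.6% and 16.4% at the imprinted promoters. The pooled value is above this in caput replicate 1 and below it in replicates 2 and 3. The 2 genes moved apart in caput replicate 1, with 26.8% in Zrsr1 (Wilson interval 17.0 to 39.6%) and 68.1% in Mcts2 (53.8 to 79.6%). The Mcts2 value is above what DNA methylated on 1 of 2 alleles can reach, but it rests on 47 reads summed over 3 sites. Zrsr1 had 0 methylated reads of 99 in caput replicate 2, summed over 4 sites, with an upper Wilson bound of 3.74%. Its share was 8.99% in testicular replicate 3. The same molecule may count at several neighbouring sites, so these intervals are too narrow to settle whether either gene departs from a mixture. With 2 genes and 103 to 223 reads in the caput samples, a mixture and a change in the spermatozoa themselves cannot be told apart here. Igf2, looked at because the paper names it, had 38.1%, 15.7% and 0% at 1 of its 2 sites in the 3 caput samples. At the other it had 29.2% in cauda replicate 3.

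The share was set beside the H19 values that the paper measured by pyrosequencing in DNA extracts it describes as those used for RRBS. Between testicular spermatozoa and somatic cells, the means give 11.1% of DNA with somatic H19 methylation in caput. With each mean moved by its stated error, the share is 23.3%. The paper gives its errors as SEM, so 23.3% is not an upper limit. Both values are for the caput group and not for single replicates. The lowest share needed at the hypermethylated sites, 32.8%, is above both, while the lowest at the hypomethylated sites is between them. At both shares, DNA that carries the H19 methylation of somatic cells falls short of the need at the hypermethylated sites. It is not excluded as the whole cause, since the true share can be larger and the pyrosequenced extracts may have differed from those of RRBS. DNA whose H19 is methylated as in spermatozoa is also left open. A difference between the pools of mice, subpopulations of caput spermatozoa and extracellular DNA were not tested with these counts, which leave them open. The paper proposes extracellular DNA from its own pyrosequencing. There, DNase I lowered D1Pas1, Cald1 and Zbtb45 methylation in caput spermatozoa of high DsRed intensity to the level of those of low intensity. Caput spermatozoa of low intensity and cauda spermatozoa did not change. That result argues for such DNA at these loci in sorted spermatozoa, but does not give its share in each RRBS sample.

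The promoters of the germline genes Dazl and Tex101 stand out because the paper does not report them and because they are methylated in caput above every testicular sample. Of the 28 genes of the list, 2 have sites in the count table, Dazl (3 sites) and Tex101 (2 sites). The list also holds Pgk2, where the paper reports no methylation change and the count table has 0 sites. The share of methylated reads over these 5 sites was 78.2%, 59.4% and 48.7% in caput replicates 1, 2 and 3, with 1.89 to 8.90% in the testicular samples, 12.4 to 33.5% in corpus and 1.98 to 5.08% in cauda. In both genes every caput sample was above every testicular sample, as mixing with DNA of somatic cells, which methylate such promoters, would predict. Only the direction was compared. Added to testicular values of at most 8.90%, fully methylated DNA at the 23.3% given for H19 would not reach the lowest caput value. That share is not an upper limit, so a larger one is not excluded. A gain of methylation in caput spermatozoa would give the same values, so this is a hypothesis that the 5 sites leave open. In the authors' list, 4 of the 28 genes have caput DMS within 2 kb of a transcription start site (Dazl, Mael, Tex101 and Slc25a31). They hold 9 sites in all, and all 9 are hypermethylated. At Dazl and Tex101 the testicular values are too low for a fall past the threshold, so the direction of a DMS there was fixed in advance. Of all caput DMS within 2 kb of a transcription start site, 69.9% were hypermethylated. Of the imprinted promoters, Zrsr1 has 1 such DMS in the caput list and 1 in the corpus list, also hypermethylated (32.7 percentage points). Mcts2 has none. In the corpus list, Dazl and Tex101 have 2 hypermethylated DMS each and Asz1 has 1, and Mov10l1 has 1 hypomethylated DMS in corpus and 1 in cauda. All 28 genes were listed as genes of germ cells, which make up the studied samples, so the list says nothing on which cells other DNA would come from.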

How the results depend on the processing

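Of 110 recomputed values for 16 results, 76 were counted as unchanged, 29 as moved and 5 as changed in direction. For mean methylation at the caput sites, unchanged means the same sign only, whatever the size. For numbers of sites or regions it means within 1.5-fold, for shares within the Wilson interval of the reported value, and for the correlation within its SD. All alternatives were set before the data were examined, apart from the RefSeq and 1 kb annotations and the correlation without caput replicate 1. Where no cause is named, the cause was not tested.

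The number of sites that differed from testicular spermatozoa (2377 in caput, 560 in corpus and 33 in cauda with all samples) fell most where the test used the spread between replicates. With an overdispersion term no site passed in any segment, and 2437, 1352 and 435 sites had an unadjusted p under 0.05. In simulated data this test also found none of the changed sites, so its counts of 0 say nothing about stability. With limma and a pseudo-percent of 1, the test called 12, 3 and 0 sites, with 2534, 1275 and 574 at an unadjusted p under 0.05. With a pseudo-percent of 5 it called 5, 1 and 0, with 2547, 1298 and 560. limma recovered 182 of 200 changed sites in simulated groups of 3 samples with 5000 sites, fewer than the 14149 tested here and without scatter between replicates, so the few calls may reflect this scatter, the larger number of tests or both. The number in caput and corpus was thus far lower in the tests that use the spread between samples, and these tests do not settle why. A difference above 40 percentage points left 1240, 70 and 3 sites. A coverage of at least 20 left 1384 of 8133, 176 of 5865 and 15 of 9443 sites. The calls with all sites number the same among these sites, so the lower counts come from leaving out sites of lower coverage. In corpus and cauda, the share of sites called was lower among these sites than over all 14149. The hypermethylated share among them was 68.6% in caput, 78.4% in corpus and 20% in cauda, against 68.7%, 67.9% and 42.4% over all sites. Leaving out 1 sample at a time gave 1678 to 2757 sites in caput, 558 to 683 in corpus and 33 to 63 in cauda. The cauda count was 63 without cauda replicate 1 (22 of the 33 sites among them) and 60 without testicular replicate 1 (21 of the 33). Without corpus replicate 2, 339 corpus sites were hypomethylated in place of 180, and the hypermethylated share was 50.4%.

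Testicular and epididymal samples with the same replicate number did not deviate together. The correlations of their deviations were -0.121 to 0.0405 in 9 pairs, and -0.115 to 0.153 in 18 pairs with different numbers. No pairing of the segments with testis was thus seen. It is not excluded, since samples of the same mice need not share a deviation that these counts can show. Pairs among the epididymal segments were not tested. With the replicate number as a block, the counts were 2376, 560 and 32. At the caput sites the block kept the differences of 0.158 and -1.15 percentage points for cauda and 16.6 and -16.3 for corpus (exact permutation tests within numbers, p = 0.75, 0.5, 0.25 and 0.25, where 0.25 is the smallest possible).

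The difference of cauda from testicular spermatozoa at the caput hypermethylated sites was too small for a stable direction. There, 0.158 percentage points became -0.0441 without cauda replicate 2, -0.132 without testicular replicate 1, -0.57 with medians and -0.293 at a coverage of at least 20, and leaving out 1 sample gave -0.132 to 0.338. It was 0.268 and 0.251 without cauda replicates 1 and 3 and 0.338 and 0.269 without testicular replicates 2 and 3. For caput differences above 40 percentage points it was 0.449 (431 sites; exact permutation test, two-sided p = 0.3). At the hypomethylated sites, -1.15 became 0.521 with medians and was negative under the other alternatives run, at -1.89 with a coverage of at least 20 and at -1.63 for caput differences above 40 percentage points (exact permutation test, two-sided p = 0.1, the smallest possible, against 0.1 to 0.5 under the alternatives). There, leaving out 1 sample gave -1.82 (without testicular replicate 1) to -0.683 (without cauda replicate 3). The corpus differences kept their direction under every alternative run, from 13.9 to 19.1 and from -17.0 to -15.1 with 1 sample left out.

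The hypermethylated share of the caput list rose from 58.5 to 65.0% at differences above 40 percentage points and was 54.4% by windows of 100 bp, and that of the corpus list was 57.6% by windows, against 60.1%. At differences above 40 percentage points, the lists shared 114 DMS between caput and corpus and 6 between caput and cauda, and at a q under 0.001 caput and cauda shared 25. The caput regions numbered 1430 at differences above 40 percentage points and 871 with at least 2 DMS. At differences above 40 percentage points 0 of the 6 Y chromosome DMS were left. The promoter share of caput DMS was 20.1% with RefSeq and 20.9% with 1 kb. The mean correlation between replicates was 0.890 by Spearman's method, 0.963 at a coverage of at least 20 and 0.965 without caput replicate 1.

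Coverage limits the values of single sites. The named sites have as few as 10 reads in a sample, where 1 read is worth 10 percentage points.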

Differences from the paper's values

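The paper gives 9% of caput DMS in promoters, and the share found here was 28.5% (GENCODE, 2 kb around a transcription start site). No alternative for this share was set before the data were examined. RefSeq transcripts (20.1%) and promoters of 1 kb (20.9%), both chosen after seeing the values, did not close the gap.

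For the Table 1 region of Ccbe1, the paper gives a q-value of 4.2e-64 and the authors' deposited table 4.16e-62. No alternative applies to this value.

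The paper states an equal proportion of hypermethylated and hypomethylated sites on the autosomes. In the lists, 58.3% of the autosomal DMS were hypermethylated in caput, 59.9% in corpus and 40.2% in cauda. In windows of 100 bp counted once, all chromosomes together, the caput share was 54.4%.

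The paper places a larger part of the caput DMS between genes than the 34.5% found here, which was 35.2% with RefSeq and 36.1% with promoters of 1 kb. It also states that the proportions held in the other segments. In cauda, 45.4% of the DMS were intergenic (Wilson interval 39.0 to 51.9%), outside the interval of caput (33.3 to 35.8%), and with promoters of 1 kb it was 49.8% (43.3 to 56.2%) against 36.1% (34.8 to 37.4%). With RefSeq it was 41.0% (34.8 to 47.5%) against 35.2% (33.9 to 36.4%), where the intervals overlap. Both alternatives were chosen after seeing the values.

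The paper names 4 Y chromosome genes with a significant change. None of the 6 Y chromosome DMS of the lists lies within 2 kb of Rbmy, Gm20854 or Ssty2, and G530011O06Rik is annotated on the X chromosome. The alternatives for these DMS, which are stricter thresholds, only shorten the lists.

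The paper states consistent methylation of KCNQ1 and IGF2 among segments. The caput list has 2 hypomethylated DMS in an intron of Kcnq1, at -42.1 and -60.5 percentage points. The gene runs from 143106362 to 143427042, and its imprinted region was not located here. The 2 sites therefore do not show a change of the imprint, and the paper does not show which Kcnq1 sites it used. The Igf2 sites at 142664377 and 142664387 had 38.1% each in caput replicate 1, which the authors' list does not use, 15.7% and 11.8% in replicate 2 and 0% in replicate 3, with at most 5.56% in the testicular samples. Cauda replicate 3 had 29.2% at 142664387 and the other cauda samples 0%. Neither site is in the authors' lists.

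Table 1 places Ankrd36 on another chromosome than the region with its values, which lies on chromosome 11. It counts 1 more DMS for the Zbtb45 region than the 6 listed ones that lie in it. The table is presented as the top 10 changes. By the number of listed DMS, 24 regions have 5 or more and 8 of them are in the table. Those outside it include that at 66391301 to 66391400 of chromosome 18 with 7.

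In the RRBS summary of Fig. 4, Zbtb45 has a change in corpus that passes the difference threshold, while the corpus list has 0 DMS or regions there. Fig. 4 marks a change in caput for Capn2. The caput list has 3 DMS within 2 kb of this gene, all hypomethylated (-42.0 to -25.7 percentage points), and 0 in the amplicon.

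The paper gives 2238 hypermethylated and 1835 hypomethylated caput regions and 228 cauda DMS. The authors' deposited tables hold 2327 and 1848 regions and 227 DMS.

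The paper reports triplicates, while the differences in the caput and corpus lists equal the values of replicates 2 and 3.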

Other observations

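Among the tests below, that of the cauda sites and the shared testicular samples was chosen only after the result was seen, as was setting the simulated counts beside the other splits to read the cauda count.

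The number of sites called in each segment was set against unchanged groups, since the logistic regression does not use the scatter between replicates. In 20 simulations of unchanged groups with the scatter of the caput replicates, a mean of 239.7 sites passed the threshold (213 to 268), against 2377 in caput. With the scatter of the corpus replicates it was 108.35 (91 to 124), against 560 in corpus. Scatter alone is therefore argued against as the cause of these counts. With the scatter of the testicular and cauda replicates, 15.95 sites passed (9 to 25), against 33 in cauda. Other splits of the same samples were also counted. Of the 10 splits of the caput and testicular samples into 3 and 3, 1 gave as many sites as the real one, which is the real split itself, and the others gave 100 to 956. Of the 10 splits in corpus it was also 1, with 82 to 200 in the others, and 10 splits cannot give a share under 0.1. In cauda, 4 of the 10 splits gave at least 33 sites, with 20 to 86 in the others, the highest of them with testicular replicate 1 and cauda replicates 2 and 3 on one side. The cauda count was thus above the simulations, which use the same scatter at every site, and within the range of the other splits. Scatter between replicates and a small difference in cauda cannot be told apart with 3 samples each.

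All comparisons use the same 3 testicular samples, so their chance values are shared. The differences of caput (replicates 2 and 3) and corpus (replicates 2 and 3) from testicular spermatozoa correlated at 0.700 across the 14149 sites, against 0.379 in unchanged groups. Those of caput and cauda correlated at 0.0759, against 0.429, and those of corpus and cauda at 0.195, against 0.426. Sites are not independent replicates. Of the 33 cauda DMS of the count table, 25 (75.8%, Wilson interval 59.0 to 87.2%) changed in the same direction in caput and in corpus. In unchanged groups this share was 82.8%. The common direction of the cauda DMS may therefore come from the chance values of the shared testicular samples. The 16 DMS found in all 3 lists, which have the same direction in all, could come from this too, but that was not tested.

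Of the corpus DMS in the count table, 195 are not caput DMS. At 166 of them (85.1%, Wilson interval 79.5 to 89.4%), caput replicate 1, which entered neither list, differed from testicular spermatozoa in the direction of the corpus change. In unchanged groups the share was 69.6% with the scatter of corpus replicates and 76.3% with that of testicular and cauda replicates. This suggests that corpus spermatozoa carry part of the caput difference profile at a lower strength, as a hypothesis, since sites near each other are not independent. The regression of each sample's differences on those of caput replicate 1, with other testicular samples as reference, had slopes of 0.377 and 0.334 in caput replicates 2 and 3, 0.153, 0.224 and 0.161 in corpus replicates 1, 2 and 3, and -0.0194, -0.0195 and -0.0323 in cauda. Testicular replicate 2 against replicate 3 gave 0.0075. A change of the spermatozoa along the epididymis and a falling share of other DNA would both give this order, and neither was tested apart from the tests of mixed samples.

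With each testicular sample in turn as the reference of caput replicate 1, the 9 slopes of the cauda samples were all negative, from -0.0323 to -0.0112.

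The scatter between replicates beyond read sampling, as an intraclass correlation, was 0.0439 in testicular, 0.137 in caput, 0.0876 in corpus and 0.0411 in cauda samples. Over the whole count table, 41.4% of the reads of corpus replicate 1 were methylated, while its mean over sites was 48.1%. In the other samples these values were 48.7 to 55.1% and 47.8 to 53.3%.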
